# Enhancing calmodulin binding to cardiac ryanodine receptor completely inhibits pressure-overload induced hypertrophic signaling

**DOI:** 10.1038/s42003-020-01443-w

**Published:** 2020-11-26

**Authors:** Michiaki Kohno, Shigeki Kobayashi, Takeshi Yamamoto, Ryosuke Yoshitomi, Toshiro Kajii, Shohei Fujii, Yoshihide Nakamura, Takayoshi Kato, Hitoshi Uchinoumi, Tetsuro Oda, Shinichi Okuda, Kenji Watanabe, Yoichi Mizukami, Masafumi Yano

**Keywords:** Cardiac hypertrophy, Cardiovascular diseases

## Abstract

Cardiac hypertrophy is a well-known major risk factor for poor prognosis in patients with cardiovascular diseases. Dysregulation of intracellular Ca^2+^ is involved in the pathogenesis of cardiac hypertrophy. However, the precise mechanism underlying cardiac hypertrophy remains elusive. Here, we investigate whether pressure-overload induced hypertrophy can be induced by destabilization of cardiac ryanodine receptor (RyR2) through calmodulin (CaM) dissociation and subsequent Ca^2+^ leakage, and whether it can be genetically rescued by enhancing the binding affinity of CaM to RyR2. In the very initial phase of pressure-overload induced cardiac hypertrophy, when cardiac contractile function is preserved, reactive oxygen species (ROS)-mediated RyR2 destabilization already occurs in association with relaxation dysfunction. Further, stabilizing RyR2 by enhancing the binding affinity of CaM to RyR2 completely inhibits hypertrophic signaling and improves survival. Our study uncovers a critical missing link between RyR2 destabilization and cardiac hypertrophy.

## Abstract (web summary)

Kohno, Kobayashi, Yamamoto et al. use a recent mouse model where the affinity of the cardiac ryanodine receptor (RyR2) to Calmodulin has been enhanced through a point mutation. They show that this mutation inhibits hypertrophic signaling and improves survival after pressure-induced overload, providing insights into the mechanisms of cardiac hypertrophy

## Introduction

Cardiac hypertrophy is a well-known major risk factor for poor prognosis in patients with cardiovascular diseases. Pressure-overload initially causes hypertrophy, which is usually regarded as a compensatory response to normalize wall stress, whereas prolonged hypertrophy is regarded as detrimental, promoting increased oxygen consumption and cardiomyocyte death^1^. In contrast, several experimental studies have indicated that abolishment of the hypertrophic response to systolic pressure overload does not result in left ventricle (LV) decompensation, but rather in beneficial outcomes such as improved contractile function and prognosis^2,3^. These findings obviously question the compensatory nature of initial hypertrophy in response to pressure overload.

Alterations in Ca^2+^ handling, such as Ca^2+^ leakage through RyR2 influence hypertrophic signaling and electrical remodeling^4,5^, and pharmacological inhibition of Ca^2+^ leakage led to attenuation of cardiac hypertrophy^5^. Based on the domain-switch hypothesis proposed by Ikemoto and his colleagues^6^, we have shown that defective inter-domain interactions between the N-terminal domain (a.a. 1–600) and the central domain (a.a. 2000–2500) of RyR2 (domain unzipping), causes Ca^2+^ leakage through RyR2, inducing catecholaminergic polymorphic ventricular tachycardia (CPVT) and heart failure^7–10^. We also showed that domain unzipping causes a leaky Ca^2+^ channel via dissociation of CaM from RyR2^11,12^, and that RyR2 function was restored by the introduction of modified CaM (+ Gly-Ser-His), which has a significantly higher binding affinity for RyR2^12^. These findings strongly suggest that in the pathogenesis of heart failure, domain unzipping is allosterically coupled with conformational changes in the CaM binding domain (3583–3603), leading to CaM dissociation and subsequent Ca^2+^ leakage. The essential role of CaM on the pathogenesis of heart failure was clearly shown by the finding that amino acid substitutions within a core CaM binding sequence in RyR2 (W3587A/L3591D/F3603A)} that disrupts CaM binding, indeed resulted in severe cardiac hypertrophy and early death in mutant mice^13^. Although the zipping-unzipping hypothesis can largely explain the pathogenic mechanism of Ca^2+^ leakage in CPVT or heart failure, high-resolution structures determined by cryo-electron microscopy (cryo-EM) revealed that the CPVT-causing mutations do not target a single interface, instead of affecting multiple small domain-domain interfaces, within and across the hotspots^14,15^. In particular, most disease mutations in the N-terminal region of RyR1 and 2 involve inter-domain interfaces within the N-terminal region, and only a small fraction may interact with the central hot spots^16^. Therefore, with the atomic level structures in mind, more rigorous analysis is needed to determine the critical role of inter-domain interactions on RyR2 function in heart failure.

Recently, we generated a heterozygous RyR2^V3599K/+^ mouse model in which a single point mutation in the CaM binding domain of RyR2 was inserted, to increase the binding affinity of CaM for RyR2. These mice were crossed with RyR2^R2474S/+^ mice to generate double heterozygous RyR2^R2474S/V3599K^ mice to examine whether an enhanced binding affinity of CaM to RyR2 may rescue from CPVT^17^. Heterozygous RyR2^R2474S/V3599K^ mice showed no CPVT, in contrast to RyR2^R2474S/+^ mice, clearly indicating that genetic enhancement of CaM binding affinity to RyR2 by a single amino-acid substitution rescues CPVT-associated arrhythmogenesis, characterized by bidirectional or polymorphic ventricular tachycardia, spontaneous Ca^2+^ transients, and Ca^2+^ sparks^17^.

Based on these findings, we used homozygous RyR2^V3599K/V3599K^ (V3599K) mice to examine the role of CaM-RyR2 complex in the development of pressure-overload induced cardiac hypertrophy. Our results showed that genetic rescue of CaM dissociation from RyR2 prevents Ca^2+^ leakage, thereby protecting against cardiac hypertrophy and improving prognosis.

## Results

### RyR2 V3599K mutation suppressed the development of cardiac hypertrophy

At baseline conditions before transverse aortic constriction (TAC), there was no appreciable difference in the structural or functional features of the heart between wild-type (WT) and V3599K mice (Supplementary Fig. 1a, Fig. 1a–d). Two weeks after TAC, both LV wall thickness and LV weight increased in WT mice but not in V3599K mice, and 8 weeks after TAC, the LV chamber was markedly enlarged showing hypertrophy and reduced contractile function (Fig. 1a, b, d). After TAC, interstitial fibrosis was observed in WT cardiomyocytes but not in V3599K cardiomyocytes (Fig. 1a). Such structural and functional changes were significantly reduced in V3599K mice (Fig. 1a, b, d). Peak systolic pressure increased to a similar extent after TAC in both WT and V3599K mice, indicating that a comparable degree of pressure-overload was imposed on LV (Supplementary Fig. 1b, Fig. 1c). In WT mice, although the dP/dt max of LV pressure was maintained 2 weeks after TAC, both dP/dt min and time constant (Tau) of LV pressure decay were already worse (Supplementary Fig. 1b, Fig. 1c). Of particular interest, survival was markedly higher in V3599K mice than in WT mice (Fig. 1e). To assess how LV adapts to chronic pressure-overload, a LV pressure-volume relationship was obtained during a rapid fall in systolic pressure upon occlusion of inferior vena cava. The slope of LV end-systolic pressure-volume relationship (Ees) decreased 8 weeks after TAC in WT mice, indicating decreased LV contractility. In contrast, Ees became rather steeper 8 weeks after TAC in V3599K mice than in Sham (V3599K) mice, indicating increased LV contractility (Fig. 2).

**Fig. 1:**
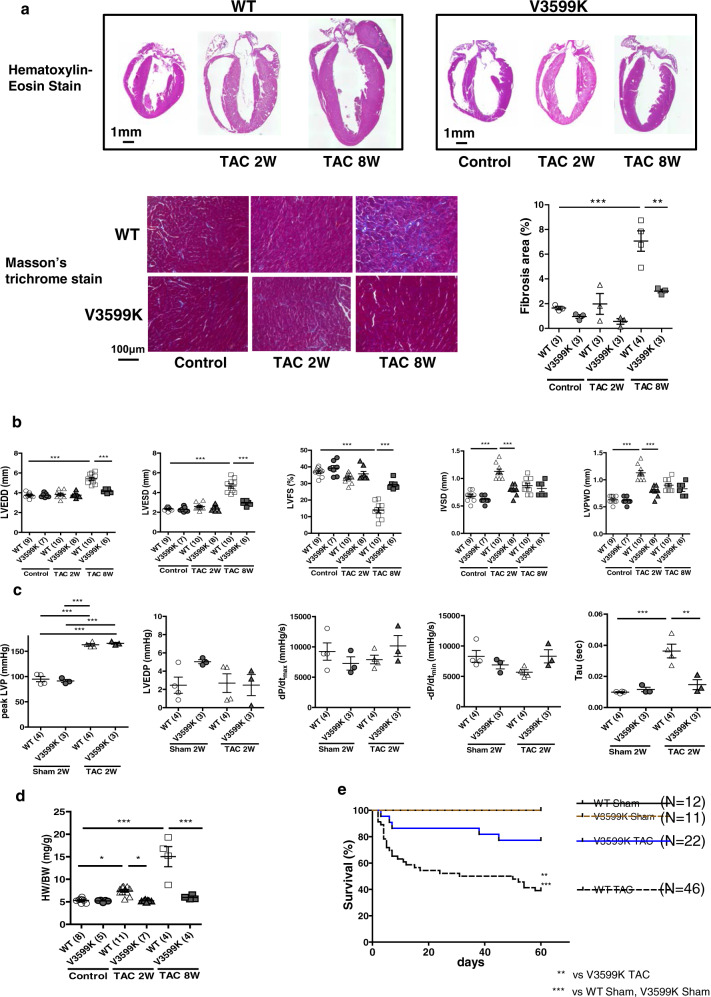
Structural and functional characteristics, and prognosis after TAC in WT and V3599K mice. **a** Representative images of long axis sections of the hearts, and hematoxylin and eosin or Masson’s trichrome stained LV tissue. **b** LV end-diastolic diameter (LVEDD), LV end-systolic diameter (LVESD), LV fractional shortening ((LVEDD − LVESD)/LVEDD × 100), intra-ventricular septum diastolic thickness (IVSD), left ventricular posterior wall diastolic thickness (LVPWD). **c** Peak LVP, LVEDP, dP/dt max of LVP, dP/dt min of LVP, Tau. **d** LV weight/body weight. **e** A Kaplan–Meier survival analysis. Values for individual mice are plotted together with mean ± SEM. Parentheses indicate the number of mice. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA with post-hoc Tukey’s multiple comparison test).

**Fig. 2:**
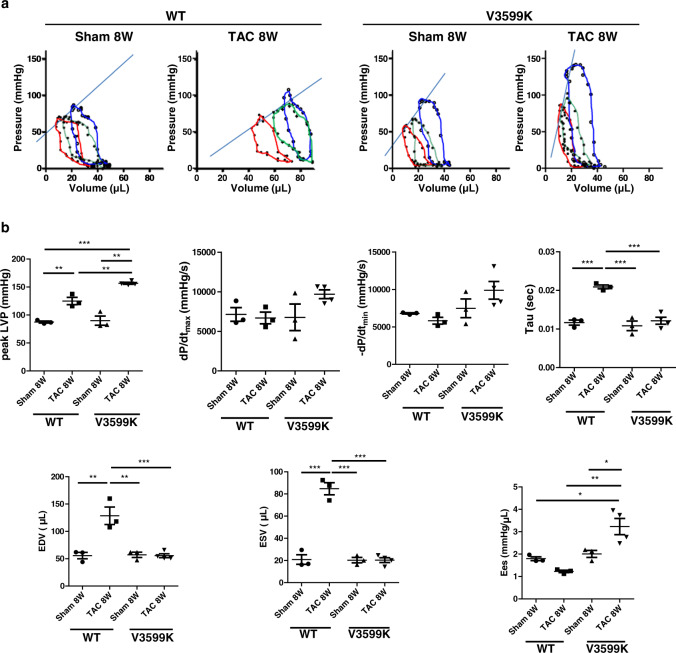
LV pressure (P) –volume (V) relationship after chronic pressure-overload. **a** Representative P-V loops. **b** Hemodynamic parameters: Peak LVP, dP/dt max of LVP, dP/dt min of LVP, Tau. LV end-diastolic volume (LVEDV), LV end-systolic volume (LVESV), and Ees. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA with post-hoc Tukey’s multiple comparison test).

### RyR2 V3599K mutation improved intracellular Ca^2+^ kinetics

Consistent with these in vivo data, hypertrophy of cardiomyocytes was observed after TAC in WT cardiomyocytes but not in V3599K cardiomyocytes (Fig. 3a, b). No significant differences were observed in the contour or kinetic parameters of Ca^2+^ transient or sarcomere shortening at baseline between WT and V3599K cardiomyocytes (Fig. 3c, d). Two weeks after TAC, sarcomere shortening and peak Ca^2+^ transients were comparable between WT and V3599K mice. However, the time from peak to 70% decline in both sarcomere shortening and Ca^2+^ transient was already prolonged in WT cardiomyocytes, relative to V3599K cardiomyocytes (Fig. 3c, d). Eight weeks after TAC, sarcomere shortening was reduced, the peak of Ca^2+^ transient decreased, and duration was prolonged in WT cardiomyocytes, whereas all these parameters were ameliorated in V3599K cardiomyocytes (Fig. 3c, d).

**Fig. 3:**
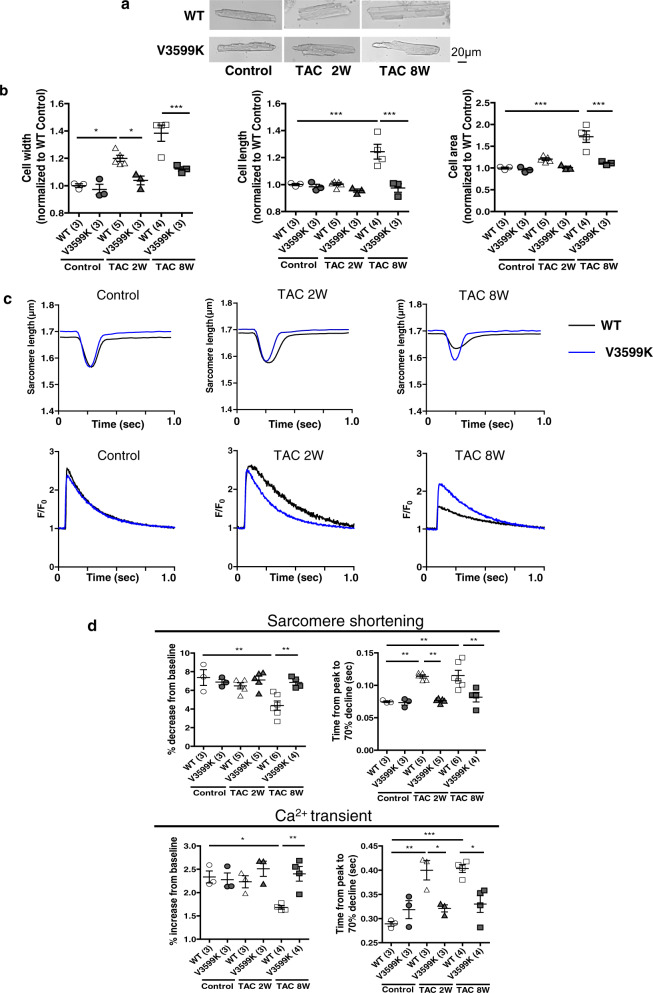
Morphology and Ca^2+^ transients in intact cardiomyocytes. **a** Representative images of cardiomyocytes. **b** Summarized data of cell width, cell length, and cell area in isolated cardiomyocytes. *N* = 250–400 cells from 3–5 hearts. **c** Representative recordings of sarcomere shortening and fluo-4AM fluorescence signal, at a pacing rate of 1 Hz. **d** Summarized data of sarcomere shortening, peak Ca^2+^ transient, time from peak to 70% decline of Ca^2+^ transient, and sarcomere shortening. *N* = 22–31 cells from 3 to 6 hearts. Values for individual mice are plotted together with mean ± SEM. Parentheses indicate the number of mice. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA with post-hoc Tukey’s multiple comparison test).

In WT cardiomyocytes, the Ca^2+^ spark frequency increased even 2 weeks after TAC, which may cause prolonged Ca^2+^ transient, whereas these abnormalities were restored in V3599K cardiomyocytes (Fig. 4a, b). The sarcoplasmic reticulum (SR) Ca^2+^ content decreased 8 weeks after TAC in WT cardiomyocytes, whereas it did not decrease in V3599K cardiomyocytes (Fig. 4c).

**Fig. 4:**
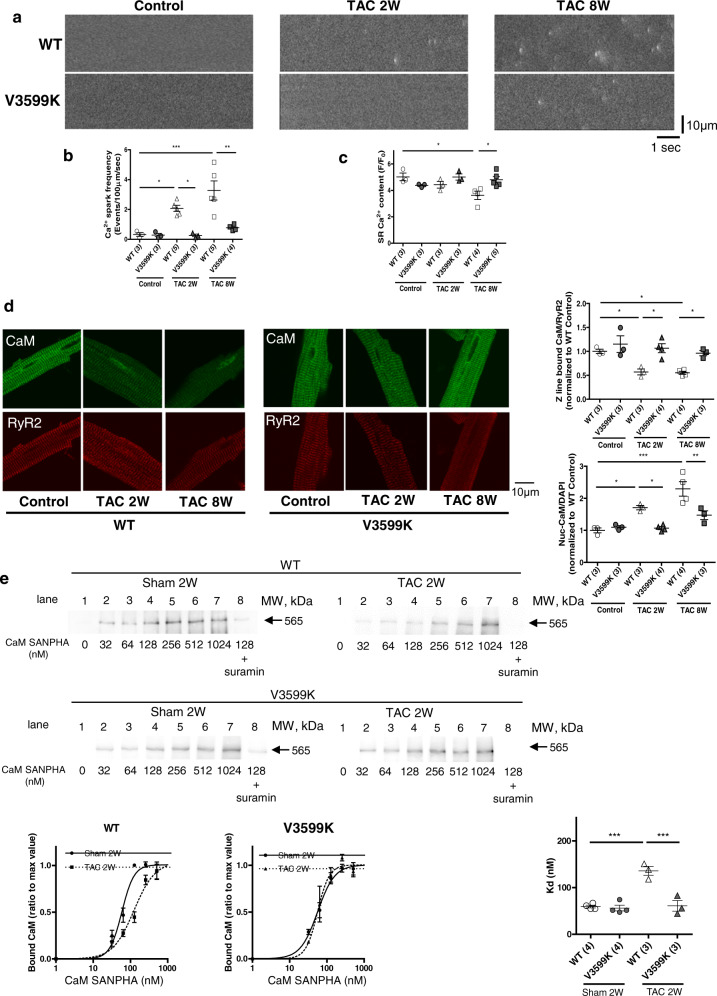
Ca^2+^ sparks and CaM-RyR2 interaction in cardiomyocytes. **a** Representative recordings of spontaneous Ca^2+^ sparks. **b** Summarized data of spontaneous Ca^2+^ spark frequency. *N* = 20–40 cells from 3 to 5 hearts. **c** Summarized data of SR Ca^2+^ content measured from caffeine-induced Ca^2+^ transient. *N* = 12–15 cells from 3 to 5 hearts. **d** Representative images of endogenous CaM co-localized with RyR2 and summarized data of the Z-line bound CaM and nuclear CaM. The immuno-fluorescence signal of the Z-line bound CaM was divided by that of RyR2, normalized to control (baseline of WT), and expressed as a ratio. The immuno-fluorescence signal of nuclear CaM was divided by that of DAPI for nuclear staining, normalized to control (baseline of WT), and expressed as a ratio. *N* = 20–38 cells from 3 to 4 hearts. **e** (Top) Representative immunoblots of RyR2-bound CaM-SANPAH (a photoreactive crosslinker; N-succinimidyl-6-[4′-azido-2′-nitrophenylamino]). CaM binding to RyR2 was determined with immunoblotting with anti-CaM to detect RyR2-bound CaM. (Bottom) Right: summarized data of CaM binding to RyR2 as a function of the concentration of CaM–SANPAH. CaM binding was expressed as the ratio to the maximum binding of CaM (at 1024 nM). (Left) Dissociation constants (Kd). Values for individual mice are plotted together with mean ± SEM. Parentheses indicate the number of mice. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA with post-hoc Tukey’s multiple comparison test).

Taken together, these results suggest that the initial, so-called “compensatory” hypertrophy against pressure-overload appears to be a maladaptive response, characterized by abnormal Ca^2+^ cycling toward heart failure. The results also suggest that the prevention of hypertrophy from the beginning maintains cardiac function under healthy conditions, although wall stress would be increased based on the Laplace law.

### Chronic pressure-overload displaced CaM from RyR2 in WT, but not in V3599K mice

To further elucidate the role of intracellular Ca^2+^ handling on the characteristics of the hypertrophic myocardium, we evaluated the association of CaM to RyR2 and Ca^2+^ release kinetics in cardiomyocytes. Endogenous CaM was co-localized with RyR2 on the Z-line in WT cardiomyocytes before TAC (Supplementary Fig. 2a, Fig. 4d). In contrast, it was displaced after TAC in WT cardiomyocytes. In V3599K cardiomyocytes endogenous CaM was normally associated with RyR2 along the Z-line (Fig. 4d). There was no difference in the endogenous CaM between control (before TAC). Sham 2 W, and Sham 8w, in WT and V3599K mice (Supplementary Fig. 2b). Direct binding of exogenous CaM to RyR2 was also evaluated by attaching a UV cross-linker to CaM. The binding affinity of CaM to RyR2 was markedly decreased after TAC in WT hearts, whereas it was restored in V3599K hearts (Fig. 4e). Suramin (10 µM), which directly binds to the core RyR-CaM binding sequence and displaces CaM from both RyR1 and RyR2 channel isoforms^18,19^, indeed inhibited CaM binding to RyR2, confirming the specificity of CaM binding to RyR2.

### Enhanced CaM binding to RyR2 reduced the expression of hypertrophy-related genes

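The RNA-seq data came from the hearts of 12 mice in 4 groups of 3, namely WT (−TAC), WT (+TAC), V3599K (−TAC) and V3599K (+TAC). Transverse aortic constriction (TAC) narrows the aorta and so puts the left ventricle under pressure, and V3599K mice carry a knock-in substitution in the CaM-binding domain of RyR2. The axis labels of Fig. 5 place the hearts 2 weeks after surgery. The sample labels give 12-week-old males, whereas the methods allow either sex, and 1 WT (−TAC) heart had 32.0 TPM of Xist, the RNA made from the inactive X chromosome of females. For each heart the authors deposited a table of 53715 genes of the GRCm38 mouse genome, written by CLC Genomics Workbench, a program that aligns reads and counts them on genes. Each table gives the count of all reads on a gene (total gene reads), the reads that match a single place, the reads on its exons and on its introns, and TPM, a measure of transcript abundance in which exon reads are divided by exon length and scaled to the same sum in every heart. Reads that matched several places had been assigned to 1 of them at random, so near-identical genes share reads. Total gene reads per heart ranged from 35423929 to 39696870 in WT (−TAC) (median 38559463), from 37238649 to 39175213 in WT (+TAC) (median 37544698), from 36709486 to 39812442 in V3599K (−TAC) (median 38819762) and from 37503503 to 40249842 in V3599K (+TAC) (median 40196350). Mitochondrial genes took 27.1 to 35.9% of these reads. The 12 pairs of hearts within a group differed by more than counting noise, with a chi-square per degree of freedom between 9.58 and 40.1. Groups were compared by edgeR's quasi-likelihood test on total gene reads scaled by TMM, a normalization that assumes most genes unchanged. It was fitted to all 12 hearts and to the 16846 genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment over these genes and a threshold of 0.05. Standard errors (SE) of log2 fold changes came from the same model. TPM values are means ± SD of 3 hearts and were compared by exact two-sided permutation tests, whose smallest possible p with 3 hearts against 3 is 0.1.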

Whole transcriptome analysis using RNA-seq analysis in the hearts from WT and V3599K mice with or without TAC was performed to elucidate the RyR2 signaling pathway in the heart. In the heart, more than 19,000 genes were detected from approximately 27 million reads in each sample. 

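At least 1 read was counted on a median of 22075 genes per heart (range 21046 to 22342, n = 12 hearts). A TPM above 0 was listed for 18876 to 19900 genes per heart, and 1 heart, of the V3599K (+TAC) group, had fewer than 19000. Total gene reads had a median of 38.7 M per heart (range 35.4 to 40.2 M), and reads that matched a single place a median of 31.2 M. Reads that matched a single place and lay on exons numbered 26.3 to 29.9 M, with a median of 28.6 M. The definition of detection that moved the number of genes most was a minimum of 10 reads, which gave a median of 16169 genes.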

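Ryr2 (ENSMUSG00000021313) lies on chromosome 13 of GRCm38 from 11553102 to 12106945. Its expression was 113 ± 10.3 TPM in WT (−TAC), 112 ± 28.7 TPM in WT (+TAC), 108 ± 14.9 TPM in V3599K (−TAC) and 113 ± 12.6 TPM in V3599K (+TAC) hearts (SD, n = 3 each). The exact permutation p for TAC was 1 in WT hearts and 0.7 in V3599K hearts. On total gene reads, the log2 fold change of Ryr2 with TAC was −0.24 (SE 0.12) in WT hearts and 0.14 (SE 0.12) in V3599K hearts, with Benjamini-Hochberg adjusted p-values of 0.20 and 0.75 from edgeR. Across the alternative settings with no heart left out singly, the change in WT hearts was between −0.26 and −0.04, the smallest change being that on the log2(TPM + 1) scale. Leaving out each heart in turn gave −0.43 to −0.15, and 1 of these 12 fits called a fall (edgeR adjusted p = 0.012). Group means of Ryr1 (chromosome 7, 29003344 to 29125179) were between 0.0244 and 0.0441 TPM, and those of Ryr3 (chromosome 2, 112631355 to 113217096) between 0.0836 and 0.155 TPM. Ryr1 had no more than 59 reads in the 3 hearts of any group. Ryr3 fell by 0.71 on the log2 scale with TAC in WT hearts (SE 0.23, edgeR adjusted p = 0.057). It was the 1 gene that passed when adjusted over the 5 tested Ryr and Calm genes alone. In TPM its log2 ratio of means was −0.37, with overlapping groups (exact permutation p = 0.6). Its reads in WT hearts were few, 259 without and 175 with TAC, of which 172 and 138 matched a single place.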

Among RyR superfamily, RYR2 was mainly expressed in mice hearts, and the expressions were almost constant in the treated mice (Supplementary Fig. 3). The expression of *Calm1*, which encodes CaM was enhanced with TAC in WT mice hearts, and expression was disappeared from those in V3599K mice (Supplemental Fig. 3). Principal component analysis (PCA) was performed to cluster the hearts according to gene expression patterns. 

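PCA was computed with the 12 hearts as variables on their correlation matrix, over the TPM of all 53715 genes, so that each heart has a loading on each component. PC1 held 99.9% of the variance, PC2 0.0586% and PC3 0.0266%. On PC2 the 6 WT hearts had loadings from 0.00671 to 0.0496 and the 6 V3599K hearts from −0.0290 to −0.0138. Genotype took 82.6% of the variance of the PC2 loadings (exact permutation over all splits of the 12 hearts into 6 and 6, two-sided p = 0.0022, the smallest possible). Exchanging PC2 and PC3 moved this share most, to 2.31%. With mitochondrial genes left out, which held 55.8 to 64.8% of the TPM of each heart, the share was 20.5% (exact permutation p = 0.18), and with log2(TPM + 1) it was 38.9% (exact permutation p = 0.017). The paper's supplementary PC2 loadings equal those of log2(TPM + 1) to within 4.51e-06. On that PC2 WT (−TAC) hearts, from −0.0275 to −0.0118, overlapped V3599K (−TAC) hearts, from −0.0403 to −0.0170, and V3599K (+TAC) hearts, from −0.0324 to −0.0198. Only WT (+TAC) hearts, from 0.0578 to 0.0949, lay apart, so this component does not part the genotypes without TAC.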

In the PCA plot, V3599K {without (−TAC) or with TAC (+TAC)} and WT mice {without (−TAC) or with TAC (+TAC)} were clearly separated by PC2. 

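On PC3 the 3 WT (−TAC) hearts had loadings from −0.0276 to −0.0167 and the 3 WT (+TAC) hearts from 0.00449 to 0.0396. TAC took 70.7% of the variance of the WT loadings (exact permutation p = 0.1, the smallest possible with 3 hearts against 3). The V3599K (−TAC) hearts had loadings from −0.00261 to 0.00157 and the V3599K (+TAC) hearts from −0.000587 to 0.0110. Here TAC took 29.8% of the variance (exact permutation p = 0.3). The scale of the input changed these shares. With log2(TPM + 1) in place of TPM, TAC took 40.6% of the variance of the PC3 loadings in WT hearts (exact permutation p = 0.1) and 84.1% in V3599K hearts (exact permutation p = 0.1).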

In PC3, that WT (−TAC) and WT (+TAC) show distinct gene expression patterns, whereas V3599K (−TAC) and V3599K (+TAC) were not separated (Fig. 5a). These results indicate that the gene expression pattern is similar between V3599K (−TAC) and V3599K (+TAC), whereas WT (−TAC) and WT (+TAC) differ significantly. 

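With TAC, 2284 of the 16846 tested genes changed in WT hearts, 1326 higher and 958 lower, and 55 changed in V3599K hearts, 44 higher and 11 lower (edgeR, Benjamini-Hochberg adjusted p under 0.05). At an unadjusted p under 0.05 these numbers were 4568 and 1791. TPM values of the −TAC and +TAC hearts did not overlap for 37.9% of the genes in WT and 16.5% in V3599K hearts, where chance alone gives 10%. Of the 2284 genes that changed in WT hearts, 59.3% (95% exact binomial confidence interval 57.3 to 61.3%, which treats genes as independent) moved in the same direction in V3599K hearts, and 10 also changed there, 5 of them in the same direction. This last count depended on the setting, with 78 of 105 such genes in the same direction by DESeq2 and 135 of 190 without a filter on low counts. The share of 59.3% was 39.2% with limma on log2(TPM + 1) and 47.7% by library size without TMM. It was reached in 3 of the 4 groupings of the V3599K hearts that part same-numbered hearts, the real one included, with up to 72.4%. It therefore does not show a shared response. The median log2 fold change of the genes that rose in WT hearts was 0.63 in WT and 0.05 in V3599K hearts, and that of the genes that fell was −0.44 and −0.03. The TAC effect itself differed between the genotypes for 671 genes, 279 of them higher and 392 lower in V3599K hearts (edgeR interaction test, Benjamini-Hochberg adjusted p under 0.05). Among the largest rises in WT hearts were Cthrc1, with a log2 fold change of 6.49 (SE 1.50), Sprr1a, with 5.99 (SE 1.57), and Pbk, with 4.31 (SE 0.57), and among the largest falls, apart from Xist, those of the non-coding 4930432B10Rik_2, with −4.79 (SE 0.96), and of Lrrc30, with −3.65 (SE 1.06). The largest rises in V3599K hearts were those of Fam107a (2.18, SE 0.35), Acta1 and Fkbp5 (2.16, SE 0.37), and the largest fall that of Rrad (−1.89, SE 0.30). V3599K and WT hearts differed in 34 genes without TAC and in 2470 genes with TAC. Over the alternative settings the number of genes ranged in WT hearts from 488, at a fold change of at least 2, to 3559, with limma on log2(TPM + 1), and in V3599K hearts from 1, with limma on log2(TPM + 1), to 528, without a filter on low counts. The balance of directions depended on the scale. In WT hearts 3354 genes were higher and 205 lower with that limma setting, and 2377 and 396 by library size without TMM. Of the genes whose TAC effect differed between the genotypes, 41.6% were higher in V3599K hearts, and 1.94% with that limma setting.

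**Figure D1:**
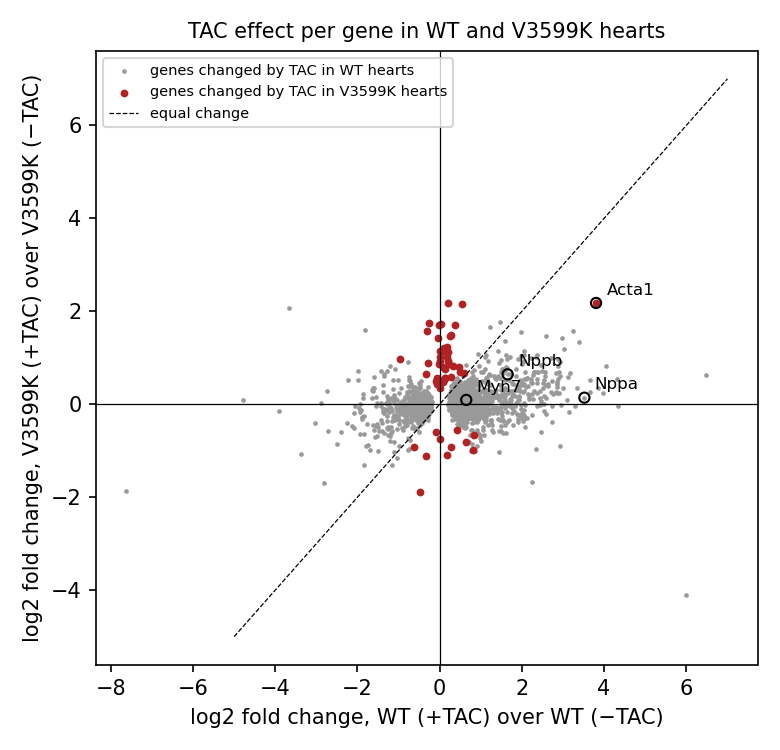
Log2 fold change with TAC in V3599K hearts (vertical axis) against that in WT hearts (horizontal axis), from edgeR on total gene reads, for the 2284 genes that changed in WT hearts (grey) and the 55 that changed in V3599K hearts (red). The dashed line marks an equal change in both, and circles mark Acta1, Myh7, Nppa and Nppb. The grey points spread along the horizontal axis, with a slope of 0.0974 of the V3599K on the WT values.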

The heatmap shows the gene expression of the upper 100 genes indicated by factor loadings of PC3. 

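The values in the heat map equal, to within 6.21e-05, the natural logarithm of TPM + 1 expressed as a z-score within each heart. The 100 genes with the highest scores on PC3 of the PCA over TPM included 10 of the 100 genes of the heat map. With log2(TPM + 1) in place of TPM, 18 of the 100 highest PC3 scores belonged to heat map genes, and with PC2 of log2(TPM + 1), a setting chosen after seeing the values, all 100 did.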

Gene expression increased in WT (+TAC) hearts compared to WT (−TAC) hearts; however, this increase was not observed in V3599K (+TAC) hearts (Fig. 5b). 

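Of the 100 genes of the heat map, 99 had enough reads to be tested. Their median log2 fold change with TAC was 1.75 in WT hearts (quartiles 1.47 and 2.49), with 95 genes higher and 4 lower. In V3599K hearts the median was 0.19 (quartiles −0.09 and 0.53), with 62 genes higher and 36 lower. The spread of this median between single hearts was 0.60 (SD) in WT and 0.08 in V3599K hearts. By edgeR with Benjamini-Hochberg adjustment, 84 of the genes changed in WT hearts, 83 of them upward, and 1, Acta1, rose in V3599K hearts. These genes had been selected from the same 12 hearts, so the values describe them and do not test the selection. The setting that moved the V3599K median most was limma on log2(TPM + 1), at 0.069.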

Actin Alpha 1 (*Acta1*), Myosin Heavy Chain 7 (*Myh7*), Natriuretic Peptide A (ANP, *Nppa*), and Natriuretic Peptide B (*Nppb*), which are known hypertrophic markers, significantly increased in WT (+TAC) hearts, compared with WT (−TAC) hearts, whereas there were no increase in V3599K (+TAC) hearts (Fig. 5c). These data were consistent with the hypertrophic morphological changes observed by hematoxylin and eosin staining. 

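Acta1 (ENSMUSG00000031972, chromosome 8 from 123891769 to 123894751) was expressed at 139 ± 63.0 TPM in WT (−TAC) and 2275 ± 893 TPM in WT (+TAC) hearts, and at 90.2 ± 12.4 TPM in V3599K (−TAC) and 376 ± 167 TPM in V3599K (+TAC) hearts (SD, n = 3 each). The groups did not overlap in either genotype (exact permutation p = 0.1 in both, the smallest possible). On total gene reads its log2 fold change with TAC was 3.80 (SE 0.43, edgeR adjusted p = 2.1e-04) in WT hearts and 2.18 (SE 0.40, edgeR adjusted p = 0.035) in V3599K hearts, and the difference between the genotypes was −1.62 (SE 0.54, edgeR adjusted p = 0.11). Nppa (chromosome 4 from 148000722 to 148002079) rose from 179 ± 48.3 to 2451 ± 1461 TPM in WT hearts and was 273 ± 94.1 TPM without and 282 ± 72.4 TPM with TAC in V3599K hearts. Its log2 fold change was 3.52 (SE 0.36, edgeR adjusted p = 1.5e-04) in WT and 0.14 (SE 0.33, edgeR adjusted p = 0.93) in V3599K hearts, a difference of −3.38 (SE 0.48, edgeR adjusted p = 0.0065). Nppb (chromosome 4 from 147985788 to 147987205) rose from 189 ± 124 to 680 ± 209 TPM in WT hearts and was 198 ± 21.6 TPM without and 283 ± 139 TPM with TAC in V3599K hearts (exact permutation p = 0.5). Its log2 fold change was 1.65 (SE 0.45, edgeR adjusted p = 0.026) in WT and 0.64 (SE 0.44, edgeR adjusted p = 0.68) in V3599K hearts, and the difference of −1.01 (SE 0.62) had an edgeR adjusted p of 0.40.
Myh7 (ENSMUSG00000053093, chromosome 14 from 54970684 to 54994626) was expressed at 27.6 ± 8.32 TPM in WT (−TAC), 128 ± 57.3 TPM in WT (+TAC), 23.6 ± 6.01 TPM in V3599K (−TAC) and 22.9 ± 3.62 TPM in V3599K (+TAC) hearts. The WT groups did not overlap (exact permutation p = 0.1), and the exact permutation p in V3599K hearts was 0.9. TPM rests on exon reads. On total gene reads, which include introns, the log2 fold change of Myh7 was 0.65 (SE 0.24, edgeR adjusted p = 0.089) in WT hearts and 0.09 (SE 0.24, edgeR adjusted p = 0.94) in V3599K hearts. Reads on Myh7 exons rose from 118 ± 33.5 to 521 ± 215 CPM (reads scaled to the total gene reads of the heart) with TAC in WT hearts, while reads on its introns went from 342 ± 83.0 to 271 ± 19.5 CPM. Adjusted over the 4 markers alone, 4 of 4 rose with TAC in WT hearts, against 3 over all genes (edgeR, Benjamini-Hochberg adjusted p under 0.05). The annotation places the antisense genes Mhrt and CT025533.2 on the other strand of Myh7, so reads on its introns cannot be told apart from theirs here. With exon reads in place of total gene reads, a setting chosen after seeing the data, the log2 fold change of Myh7 in WT hearts was 1.98 and the edgeR adjusted p 3.3e-04 (range 7.8e-05 to 0.30 over all alternatives, including fits without 1 heart).

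**Figure D2:**
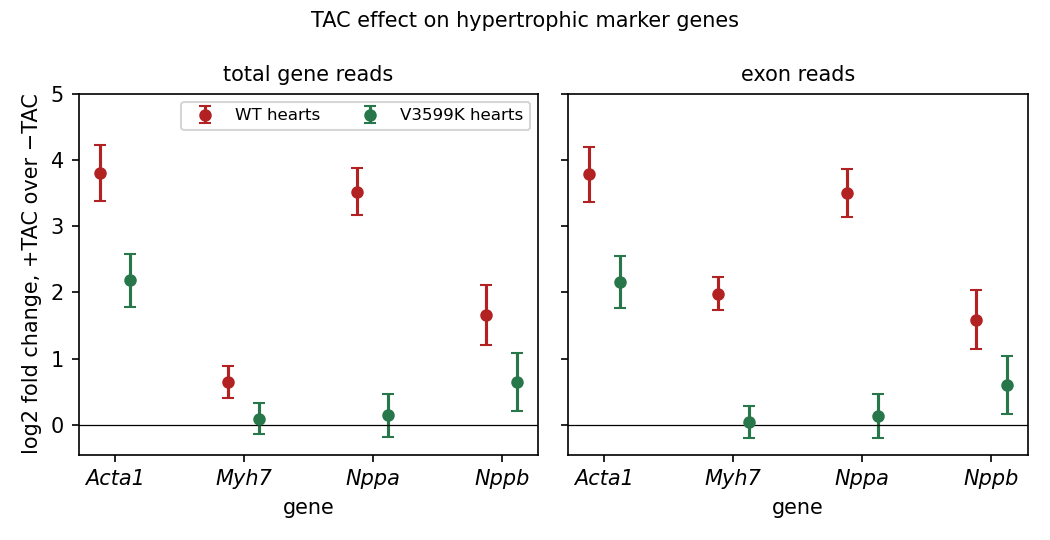
Log2 fold change with TAC, with standard errors, of Acta1, Myh7, Nppa and Nppb in WT and V3599K hearts (3 hearts per group), from edgeR on total gene reads (left) and on exon reads (right). Myh7 in WT hearts is at 0.65 on total gene reads and at 1.98 on exon reads, and Acta1 in V3599K hearts is above 0 in both.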

To examine the signaling pathway that led to the hypertrophic changes in the hearts, Ingenuity Pathway Analysis (IPA) was performed using the upper 100 genes detected by factor loadings of PC3. 

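Of the 99 tested genes of the heat map, 6 also differed between V3599K (−TAC) and WT (−TAC) hearts, among 34 such genes of the 16846 tested. They were the pseudogenes Gm28437, Gm28438, Gm10222, Pisd-ps1 and Pisd-ps2 and the non-coding gene Gm42031, all lower in V3599K hearts. Gm28438 (chromosome 1 from 24612775 to 24613119) was expressed at 378 TPM in WT (−TAC) and at 4.65 TPM in V3599K (−TAC) hearts, and its log2 fold change between them was −6.42 (SE 0.26, edgeR adjusted p = 1.5e-08). Gm28437 was listed at 0 reads in all 6 V3599K hearts. With TAC in WT hearts the log2 fold change of Gm28438 was −0.72 (edgeR adjusted p = 0.016), and that of Gm42031 was 0.55 (edgeR adjusted p = 0.14). Pseudogenes resemble other genes in sequence, so the counts of Pisd-ps1 and Pisd-ps2 are uncertain. All reads of Gm28438, Gm28437 and Gm10222 in WT (−TAC) hearts matched a single place. Reads assigned at random therefore do not enter these counts, but misplaced reads are not excluded.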

Toxicity analysis indicated that cardiac hypertrophy was detected with a high score. 

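Of the 23 genes of the actin-myosin network, 3 were among the 100 genes of the heat map, Acta1, Myh7 and Ankrd1. The paper's upstream analysis of the upper 100 genes also lists Actg1 and Fth1 as targets, which are network genes outside the heat map. The genes given to IPA may therefore differ from those of the heat map, and 3 is the overlap with the heat map alone. With TAC in WT hearts, 7 of the 23 genes changed over all genes tested and 10 when adjusted over the 23 alone (edgeR, Benjamini-Hochberg adjusted p under 0.05). The 6 that rose over all genes were Acta1, Actg1, Myl12b, Ftl1, Ankrd1 and Xirp2, and Fth1 fell by 0.30 on the log2 scale. Ankrd1 rose by 1.62 (SE 0.23, edgeR adjusted p = 8.5e-04) and Xirp2 by 0.91 (SE 0.11, edgeR adjusted p = 3.5e-04). In V3599K hearts 1 gene rose over all genes, Acta1, and 2 changed when adjusted over the 23. The TAC effect differed between genotypes for 2 of the 23, Actg1 and Xirp2. The median log2 fold change of the 23 genes was 0.21 in WT hearts, 17 of them rising (exact two-sided permutation of the hearts, p = 0.1, the smallest possible), and 0.08 in V3599K hearts, 14 of them rising (exact permutation p = 0.3). By limma's camera test, which sets the list against all other genes with an inter-gene correlation of 0.01, the p-values were 0.0078 and 0.098. The paper drew its network from genes selected on these same hearts. A rise in WT hearts may therefore be partly built in, and the p-values of this list are no independent support. Estimating the inter-gene correlation from the data moved the WT result most, to p = 0.19, and the difference between the genotypes had a median of −0.19 (camera p = 0.075). The camera p of this difference depended on the setting. It ranged from 0.0064, without V3599K (−TAC) replicate 3, to 0.37, with the correlation estimated from the data. It was 0.045 on reads that match a single place, and 0.030 by library size without TMM, a setting chosen after seeing the data.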

In the network analysis, activation of cardiomyocytes contraction by actin-myosin complex was suggested as a top score (Fig. 5d), and the activation was indicated to be caused by intracellular Ca^2+^ released by RyR2 from data of KEGG and Gene ontology analyses (Supplementary Fig. 4a–c). *Nppa* and *Nppb* were detected in the center of the network analysis, and calcineurin, whose activity depends on Ca^2+^, was observed as an upstream molecule of *Nppa* and *Nppb* (Supplementary Fig. 5a). 

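Calcineurin is a phosphatase made of a catalytic subunit, encoded by Ppp3ca, Ppp3cb or Ppp3cc, and a regulatory subunit, for which Ppp3r1 was measured. Of these 4 genes, 1 changed with TAC in WT hearts, both over all genes and adjusted over the 4 alone (edgeR, Benjamini-Hochberg adjusted p under 0.05). It was Ppp3cb, which fell by 0.25 on the log2 scale (SE 0.07, edgeR adjusted p = 0.025). Ppp3ca changed by 0.04 (SE 0.07, edgeR adjusted p = 0.75). In V3599K hearts 0 of the 4 changed, and 1 had an unadjusted p under 0.05. On total gene reads with TMM 1 of the 4 genes rose in WT hearts. On log2(TPM + 1), where the median of all tested genes rose by 0.14, 3 of the 4 rose, 2 of them by more than that median, and the call for Ppp3cb was lost. These are RNA levels and do not measure the activity of the phosphatase.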

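The genes Nfatc1, Nfatc2, Nfatc3, Nfatc4 and Nfat5 encode the NFAT family, and Mapk3 encodes the kinase ERK1. Of these 6 genes, Mapk3 changed with TAC in WT hearts, with a log2 fold change of 0.30 (SE 0.08, edgeR adjusted p = 0.017), and it was the 1 gene that passed when adjusted over the 6 alone. In V3599K hearts Mapk3 changed by −0.08 (SE 0.08, edgeR adjusted p = 0.78), and the difference between the genotypes was −0.39 (SE 0.11, edgeR adjusted p = 0.060). Nfatc4 changed by 0.52 in WT hearts (SE 0.19, edgeR adjusted p = 0.097) and by −0.50 in V3599K hearts (SE 0.20, edgeR adjusted p = 0.37), a difference of −1.01 (SE 0.28, edgeR adjusted p = 0.058). For the difference between genotypes, 0 of the 6 genes passed over all genes and 2, Mapk3 and Nfatc4, over the 6 alone, both with an unadjusted p under 0.05. On total gene reads with TMM 3 of the 6 genes rose in WT hearts, and on log2(TPM + 1) all 6 did, 3 of them by more than the median of all tested genes. Activation of NFAT and of ERK1 takes place on the proteins and was not measured by these counts.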

The signaling pathway of *Nfat* (nuclear factor of activated T cells, NFAT) family indicated as a third network was associated with ERK1 activation involving in hypertrophic change (Supplementary Fig. 5b). The upstream analysis using the gene group indicating the Ca^2+^-dependent hypertrophic pathways, detected a transcription factor myocyte enhancer factor 2 (MEF2), and the signaling pathway was suggested to participate in the induction of the hypertrophic genes such as *Acta1*, *Myh7*, and *Nppa* through GATA binding protein 4 (GATA4) activation (Supplementary Table 1 and Supplementary Fig. 6). These findings suggest that aberrant Ca^2+^ release as a result of TAC stress activates the hypertrophic signaling pathway.

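Of 13 genes named as upstream molecules or linked to them, 4 changed with TAC in WT hearts over all genes and 6 when adjusted over the 13 alone, all of them lower (edgeR, Benjamini-Hochberg adjusted p under 0.05). Among the MEF2 genes, Mef2a fell by 0.29 on the log2 scale (SE 0.08, edgeR adjusted p = 0.028), Mef2c changed by 0.03 (SE 0.08, edgeR adjusted p = 0.86) and Mef2d by −0.15 (SE 0.06, edgeR adjusted p = 0.14). Gata4 changed by −0.10 (SE 0.09, edgeR adjusted p = 0.50). Tbx5 fell by 0.50 (SE 0.12, edgeR adjusted p = 0.013) and Myocd by 0.42 (SE 0.11, edgeR adjusted p = 0.025). In V3599K hearts 0 of the 13 genes passed over all genes, 2 over the 13 alone and 4 had an unadjusted p under 0.05, and the TAC effect differed between genotypes for 0 of them, with 3 at an unadjusted p under 0.05. On total gene reads with TMM 12 of the 13 genes fell in WT hearts, and on log2(TPM + 1) 7 of them fell, 2 rose by more than the median of all tested genes, and 0 passed the threshold. An upstream analysis infers the activity of a factor from its target genes, which RNA levels of the factor do not measure.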

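Among Acta1, Myh7, Nppa and Nppb, the TAC effect was smaller in V3599K than in WT hearts for 1 gene over all genes tested, Nppa, and for 2 when adjusted over the 4 alone, Acta1 and Nppa (edgeR interaction test, Benjamini-Hochberg adjusted p under 0.05). The difference for Myh7 also passed over all genes with limma on log2(TPM + 1), at −2.15 (adjusted p = 0.028), and with edgeR on exon reads, chosen after seeing the data, at −1.94 (adjusted p = 0.011), within a range of adjusted p from 0.011 to 0.64 over all alternatives. That for Acta1 passed with the same limma setting, at −2.08 (adjusted p = 0.045), and with edgeR without a filter on low counts or without TMM. Its adjusted p ranged from 1.2e-06 to 0.24. That for Nppb passed with edgeR without a filter, at −1.01 (adjusted p = 0.015), within a range of 0.015 to 0.61. The paper reasons from the actin-myosin network, which it ties to Ca2+ released by RyR2 through KEGG and Gene ontology analyses, and from calcineurin, NFAT, MEF2 and GATA4, which IPA placed around or upstream of the upper 100 genes. From these it proposes that TAC activates hypertrophic signaling through aberrant release of Ca2+. The counts measure RNA in heart tissue and hold no measure of Ca2+ release.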

**Fig. 5:**
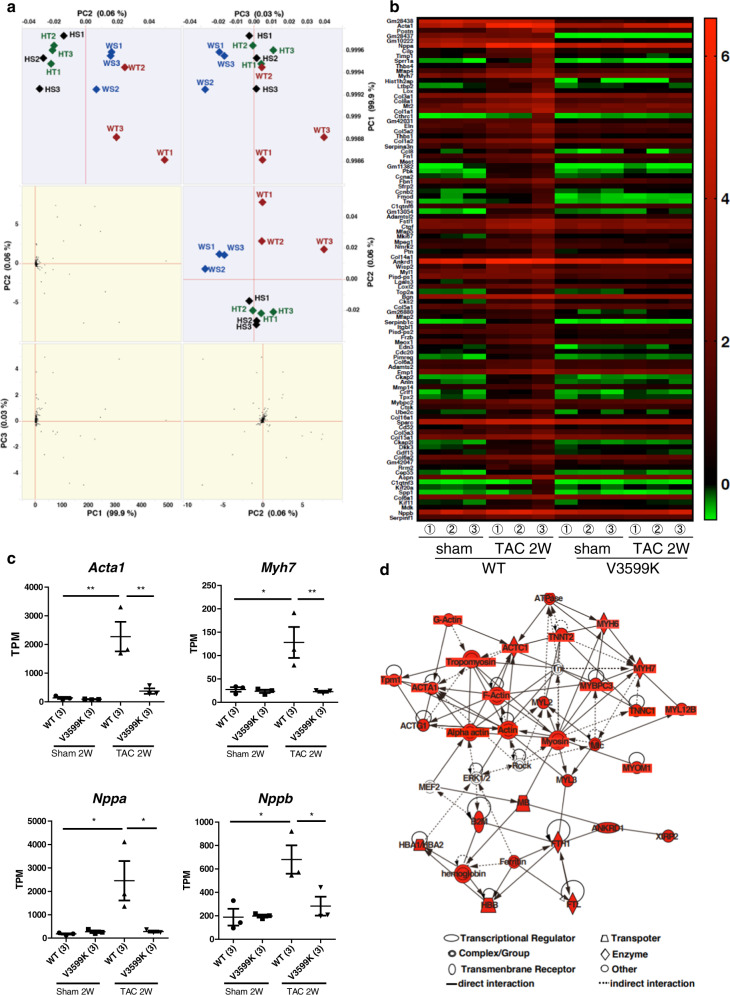
Analysis of gene expression and network pathways after chronic pressure-overload of hearts in TAC model mice. **a** Principal Component Analysis (PCA) showing gene expression in WT mice {without (WS: *n* = 3) or with TAC (WT: *n* = 3) } and V3599K mice {without (HS: *n* = 3) or with TAC (HT: *n* = 3)}. **b** The heat map shows the gene expression of the upper 100 genes of scores in factor loadings of PC3. **c** The bar graphs show the gene expression of hypertrophic markers genes, *Acta1*, *Myh7*, *Nppa*, or *Nppb* in the hearts of WS, WT, HS, and HT mouse models. **d** The network shows the signaling pathway detected in upper 100 genes in factor loadings of PC3. The red symbols mean the upper 100 genes. Values for individual mice are plotted together with mean ± SEM. Parentheses indicate the number of mice. *P < 0.05, **P < 0.01 (one-way ANOVA with post-hoc Tukey’s multiple comparison test).

### Acute systolic, but not diastolic, pressure-overload is critical for hypertrophic signaling

Next, to clarify whether either dissociation of CaM from RyR2 or subsequent Ca^2+^ leakage is essential for the development of pressure-overload induced hypertrophy, we evaluated the effect of pressure-overload by air compression (Supplementary Fig. 7) on Ca^2+^ sparks, the ratio of CaM bound to RyR2, the export of HDAC from the nucleus to cytosol, and the import of NFAT from the cytosol to nucleus^20,21^ in isolated cardiomyocytes. To eliminate the effect of contraction on hypertrophic signaling, all experiments were performed in the presence of 2, 3-butanedione monoxime (BDM) in cardiomyocytes. Hence, after electrical pacing, we could observe only Ca^2+^ transients without sarcomere shortening (Fig. 6a). Pressure-overload (150 mmHg) was applied to cardiomyocytes with 1 Hz electrical pacing during the (systolic) Ca^2+^ transient phase or (diastolic) static phase (Fig. 6a). Since myocardial stretch has been shown to cause Ca^2+^ sparks via reactive oxygen species (ROS) production^22^, we anticipated that pressure-overload by air compression may also produce ROS, which may induce Ca^2+^ leakage^23^. Therefore, we measured ROS in cardiomyocytes after pressure-overload. Pressure-overload during the Ca^2+^ transient phase (but not the static phase) indeed produced ROS to a similar extent in WT and V3599K cardiomyocytes. N-acetylcysteine (NAC) (1 mM), which is an antioxidant, inhibited ROS production in WT cardiomyocytes (Fig. 6b). Furthermore, we also evaluated the effect of dantrolene on ROS, Ca^2+^ sparks, CaM-RyR2 interaction, and hypertrophic signaling in WT cardiomyocytes. Dantrolene inhibits Ca^2+^ leakage through RyR2 in CPVT or heart failure by allosterically increasing the binding affinity of CaM to RyR2^24,25^. Dantrolene did not inhibit ROS production in WT cardiomyocytes (Fig. 6b).

**Fig. 6:**
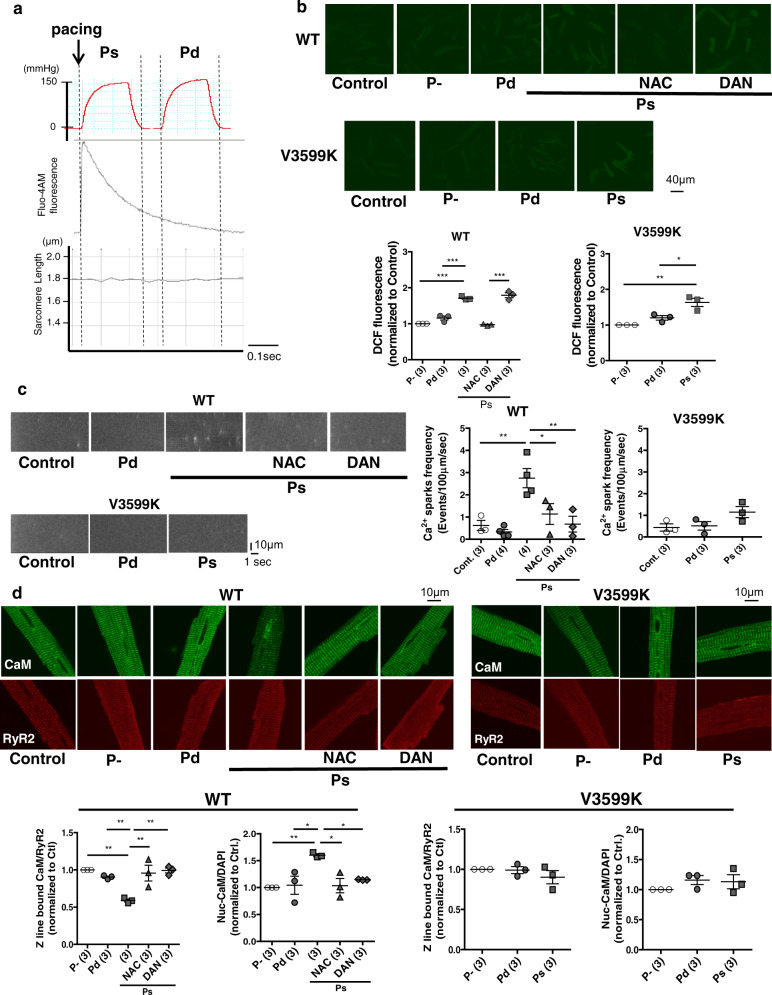
Effect of acute pressure-overload on ROS, Ca^2+^ sparks, CaM-RyR2 interaction, and hypertrophic signaling in WT and V3599K cardiomyocytes. **a** Timing of acute pressure overload by air compression (+150 mmHg) to cardiomyocytes. Top: Ca^2+^ transient; bottom: sarcomere shortening. **b** Representative images of DCFHDA fluorescence and the summarized data. *N* = 30–51 cells from 3 to 4 hearts. **c** Representative images of Ca^2+^ sparks and the summarized data. *N* = 19–28 cells from 3 to 4 hearts. **d** Representative images of endogenous CaM, co-localized with RyR2, and the summarized data of the Z-line bound CaM and nuclear CaM. The immuno-fluorescence signal of the Z-line bound CaM was divided by that of RyR2, normalized to control (baseline of WT), and expressed as a ratio. The immuno-fluorescence signal of the nuclear CaM was divided by that of DAPI for nuclear staining, normalized to control (baseline of WT), and expressed as a ratio. *N* = 23–39 cells from 3 hearts. Values for individual mice are plotted together with mean ± SEM. Parentheses indicate the number of mice. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA with post-hoc Tukey’s multiple comparison test).

In WT cardiomyocytes, acute pressure-overload induced Ca^2+^ sparks, dissociation of CaM from RyR2 (Fig. 6c, d), export of HDAC from the nucleus to cytosol, and import of NFAT from the cytosol to the nucleus, only when pressure-overload was applied during the (systolic) Ca^2+^ transient phase, but not during the (diastolic) static phase (Fig. 7). Both NAC and dantrolene inhibited all the aforementioned abnormalities, i.e., Ca^2+^ leakage and hypertrophic signaling owing to pressure-overload in WT cardiomyocytes (Figs. 6c, d, 7). In V3599K cardiomyocytes, pressure-overload did not cause Ca^2+^ sparks, CaM dissociation, HDAC, or NFAT nucleocytoplasmic shuttling (Figs. 6c, d, 7), although ROS was produced to a similar extent as in WT cardiomyocytes (Fig. 6b). These data clearly indicate that pressure-overload induced hypertrophic signaling initiates via aberrant Ca^2+^ release due to ROS-mediated CaM dissociation from RyR2.

**Fig. 7:**
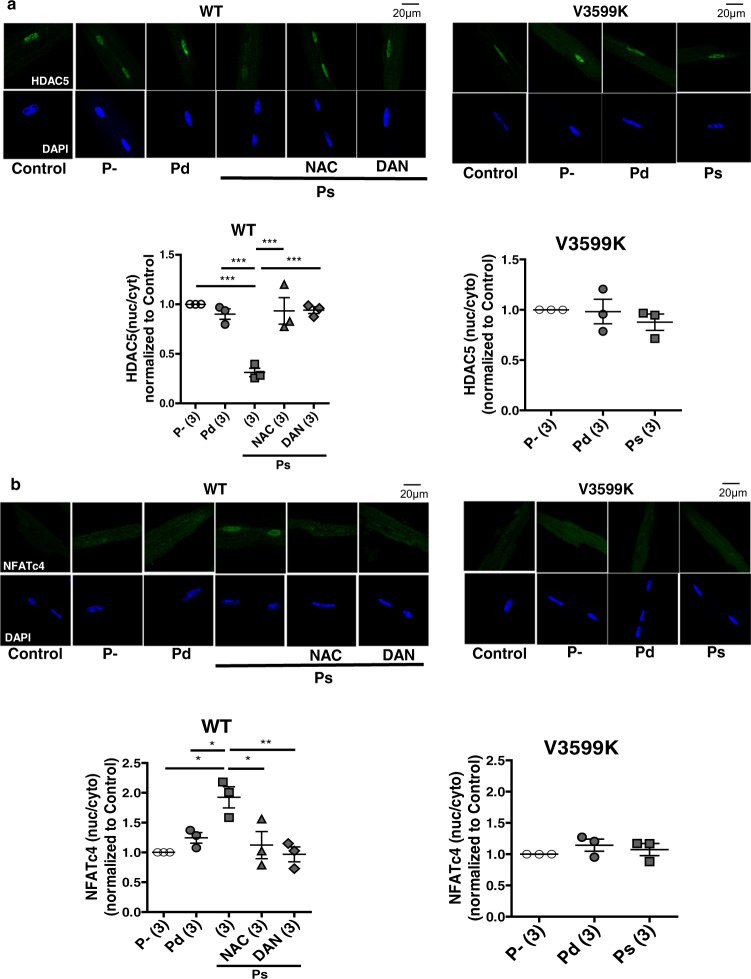
Effect of acute pressure-overload by air compression (+150 mmHg) to cardiomyocytes on hypertrophic signaling. **a** Translocations of HDAC. *N* = 42–60 cells from 3 hearts. **b** Translocations of NFAT. *N* = 47–58 cells from 3 hearts Values for individual mice are plotted together with mean ± SEM. Parentheses indicate the number of mice. *P < 0.05, **P < 0.01 (one-way ANOVA with post-hoc Tukey’s multiple comparison test).

### RyR2 destabilization directly activates hypertrophic signaling

Because domain unzipping-mediated Ca^2+^ leakage can be caused by ROS^26^, we anticipated that even without pressure-overload and subsequent ROS production, hypertrophic signaling would be induced by the direct domain unzipper, DPc10 ^7^. DPc10 is a peptide that corresponds to RyR2 central domain residues 2460–2495 recapitulating CPVT (R2474S)-type arrhythmogenic RyR2 leakiness through a competing native domain with the same amino-acid residues, which associates with the corresponding N-terminal domain, hence, unzipping N-terminal (a.a. 1–600) and central (a.a. 2000–2500) domains^7^. Fluorescently labeled DPc10 was successfully delivered along Z-lines in WT cardiomyocytes by a protein delivery kit, Bioporter (Fig. 8a), whereas transport was inhibited in the presence of dantrolene, reflecting its zipping effect on the N-terminal and central inter-domain interactions that may prevent DPc10 from binding to the N-terminal domain of RyR2^7^. The finding that fluorescently labeled DPc10 was not incorporated along the Z-line in V3599K cardiomyocytes (Fig. 8a) strongly supports the idea that inter-domain interactions between the N-terminal and central domains are allosterically coupled with CaM-RyR2 interaction, as previously described^27^, i.e., domain unzipping leads to displacement of CaM, whereas enhancement of CaM binding affinity leads to domain zipping. As expected, incorporation of DPc10 into WT cardiomyocytes (without pressure-overload) directly caused Ca^2+^ sparks, CaM dissociation from RyR2 (Fig. 8b, c), the export of HDAC from the nucleus, and import of NFAT to the nucleus, but not in V3599K cardiomyocytes (Fig. 8d, e). Taken together, our results strongly suggest that pressure-overload first produces ROS only during (systolic) Ca^2+^ transient phase, which causes oxidation of RyR2^26^, in turn causing aberrant Ca^2+^ release via dissociation of CaM, thus, triggering hypertrophic signaling. Prevention of aberrant Ca^2+^ release and CaM dissociation by enhancing the affinity of CaM binding to RyR2 completely inhibits hypertrophic signaling even though ROS is produced.

**Fig. 8:**
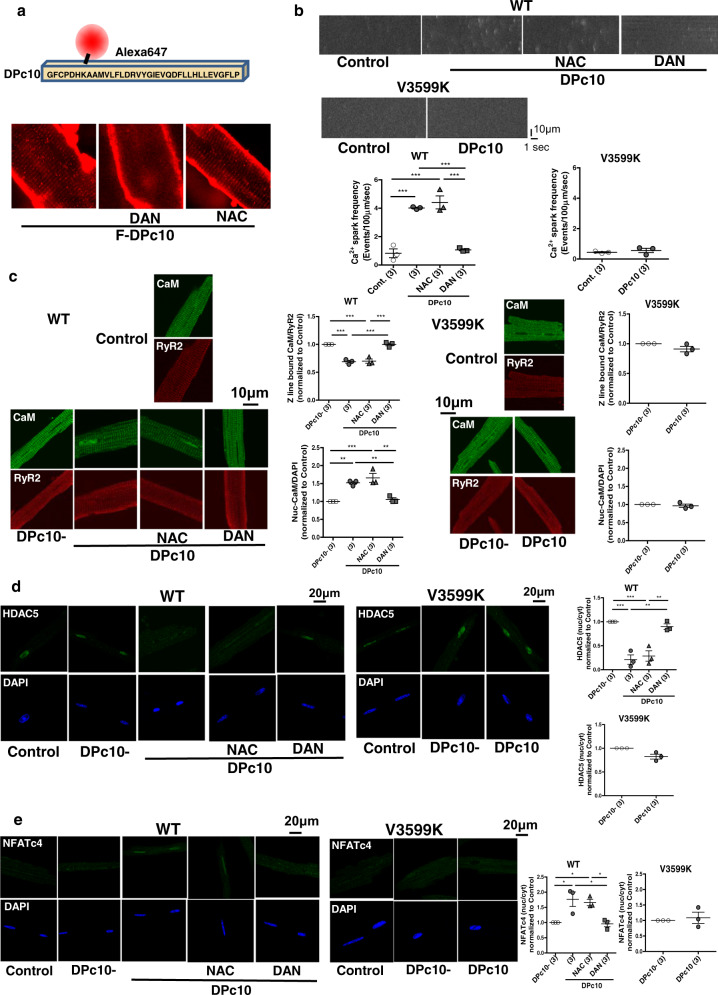
Effect of DPc10 on Ca^2+^ sparks, CaM-RyR2 interaction, and hypertrophic signaling. **a** Incorporation of fluorescently labeled DPc10 along the Z line in cardiomyocytes. **b** Ca^2+^ sparks. *N* = 18–31 cells from 3 hearts. **c** Fluorescence signal of RyR2-bound endogenous CaM. *N* = 19–25 cells from 3 hearts. **d** Translocation of HDAC. *N* = 38–50 cells from 3 hearts. **e** Translocation of NFAT. *N* = 36–53 cells from 3 hearts. Values for individual mice are plotted together with mean ± SEM. Parentheses indicate the number of mice. *P < 0.05, ***P < 0.001 (one-way ANOVA with post-hoc Tukey’s multiple comparison test).

## Discussion

The major findings of this study are (1) that even in the so-called “compensatory” hypertrophic phase in which LV systolic function was intact, LV relaxation was already disturbed, whereas this was prevented by genetically increasing CaM binding affinity to RyR2; (2) that chronic inhibition of CaM dissociation prevented development of heart failure and improved prognosis; (3) that acute pressure-overload to cardiomyocytes during the Ca^2+^ transient phase, but not during the static phase, could initiate hypertrophic signaling mediated through ROS-induced CaM dissociation, even under conditions where cardiac contraction is eliminated; and (4) that enhanced binding of CaM to RyR2, followed by inhibition of Ca^2+^ leakage, prevented initiation of hypertrophic signaling. To our knowledge, this is the first study to demonstrate that defective interaction between CaM and RyR2 is essential to activate hypertrophic signaling owing to pressure-overload and that genetic enhancement of CaM binding to RyR2 protects against cardiac hypertrophy.

Cardiac hypertrophy is a well-known major risk factor for the development of cardiovascular diseases. Recently, accumulated evidence suggests that chronic pressure-overload induces various pathological signals, including mitochondrial dysfunction, metabolic reprogramming, impaired Ca^2+^ handling, altered sarcomere structure, fibrosis, and that the adaptive response under pressure-overload has very different genetic characteristics compared to exercise and other forms of physiological hypertrophy^28^. However, it is difficult to determine whether changes in these pathological signals are the primary cause or secondary effect in many forms of hypertrophy. This study clearly demonstrated that aberrant Ca^2+^ release due to CaM displacement from RyR2 is a primary cause of pressure-overload induced hypertrophy, and that prevention of Ca^2+^ leak by enhancing CaM binding to RyR2 completely inhibits hypertrophy. Moreover, based on the findings that V3599K mice showed much better cardiac function and prognosis after TAC than WT mice, it is strongly suggested that cardiac hypertrophy is indeed a maladaptive response from the beginning and should be corrected as early as possible after pressure-overload is applied to cardiac muscle.

The mechanism by which V3599K RyR2 mutated hearts adapt to chronic pressure-overload without hypertrophy needs to be explained. The Ees of LV pressure-volume relationship was steeper after TAC in V3599K mice than in Sham (V3599K) mice, indicating increased contractility (Fig. 2). This increased contractility may explain why the V3599K heart can adapt to chronic pressure-overload without stretching. However, it is unclear why LV contractility increases in the V3599K hearts. The signaling pathways antagonizing pathological hypertrophic responses, generally observed in “physiological hypertrophy”, might be involved in the increase in LV contractility; e.g., cell survival signaling, increased energy production and efficiency, antioxidant systems, mitochondrial quality control, and cardiomyocyte proliferation and regeneration^28^. In particular, given that there was no cellular hypertrophy, and there was no difference in sarcomeric shortening before and after TAC in V3599K cardiomyocytes, cell proliferation processes might be involved in the increase in LV contractility of V3599K hearts.

To elucidate the precise mechanism of hypertrophic signaling after pressure-overload, we have developed a chamber system in which air compressive pressure-overload can be imposed on cardiomyocytes during an arbitrary period after electrical pacing, and we have obtained several novel findings. First, pressure-overload imposed only during the Ca^2+^ transient phase, but not during the static phase, activated hypertrophic signaling, suggesting that cytosolic increase in Ca^2+^ is a prerequisite for pressure-overload induced hypertrophy. Second, pressure-overload to cardiomyocytes first produced ROS, subsequently leading to CaM dissociation from RyR2 presumably owing to the oxidation of RyR2^26^, causing Ca^2+^ leakage and activation of hypertrophic signaling. Third, DPc10, an unzipper of RyR2, caused CaM dissociation from RyR2, which in turn induced Ca^2+^ sparks without increasing ROS, thereby activating hypertrophic signaling. Fourth, genetic enhancement of CaM binding to RyR2 inhibited hypertrophic signaling induced by either pressure-overload or DPc10. Taken together, aberrant interactions between calmodulin and RyR2 consist a critical initial trigger for the development of pressure-overload hypertrophy. 

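Between V3599K (+TAC) and WT (+TAC) hearts, the log2 fold change on total gene reads was −2.33 for Acta1 (SE 0.40, edgeR adjusted p = 0.0027), −2.86 for Nppa (SE 0.35, edgeR adjusted p = 4.1e-04), −0.80 for Myh7 (SE 0.24, edgeR adjusted p = 0.037) and −1.02 for Nppb (SE 0.44, edgeR adjusted p = 0.14). Between V3599K (−TAC) and WT (−TAC) hearts these changes ranged from −0.71 for Acta1 (edgeR adjusted p = 0.69) to 0.52 for Nppa (edgeR adjusted p = 0.76). Total gene reads include introns, which matters for Myh7. As log2 ratios of mean TPM, which rests on exon reads, the differences with TAC were −2.60 for Acta1, −3.12 for Nppa, −2.48 for Myh7 and −1.27 for Nppb. The groups did not overlap for any of them (exact permutation p = 0.1 each, the smallest possible).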

Consistent with this hypothesis, our whole transcriptome analysis demonstrated that hypertrophy-related genes including *Acta1*, *Myh7*, *Nppa*, and *Nppb* did not increase after TAC when dissociation of CaM was genetically prevented.

Inter-domain cross-talk between the zipping interface and CaM binding site was based on the reciprocal nature of CaM binding and DPc10 binding to RyR2. Namely, exposing RyR2 to DPc10 inhibits CaM binding to RyR2 and CaM binding to RyR2 reduces DPc10 accessibility to its site^27^. Gong et al. more recently reported that Apo-CaM and Ca^2+^-CaM bind to distinct but overlapping sites in an elongated cleft formed by the helical, handle, and central domains in RyR2 (PDB ID: 6JV2 also see ref. ^15^). They found that the N- and C-lobes of Ca^2+^-CaM interact with the C- (3596–3605) and N termini of helix α − 1 (3587–3592), respectively, and N-lobe of Ca^2+^-CaM also interacts with Arg2209 in helix 2b of handle domain and Met3820 in helix α − 9. According to their cryo-EM structures of RyR2, the “zipping interface” between N-terminal and central domains appears to be smaller than we have expected, and also it is located at the inter-subunit interface of RyR2, which is close to CaM binding region (Supplementary Fig. 8). Therefore, the “core domain unzipping” between N-terminal (1–220) and central (2250–2500) domains may cause defective inter-subunit interaction, allosterically induce the conformational change at CaM binding region, thereby displacing CaM in failing hearts. Very interestingly, the binding site of dantrolene (601–620)^25^ is just adjacent to that of another RyR2 stabilizer, K201 (JTV519), which we first discovered a stabilizing effect on the RyR2 channel^29^ and identified the binding site (2114–2149)^9^, suggesting that both drugs commonly correct defective CaM-RyR2 interactions in diseased hearts (Supplementary Fig. 8).

The mechanism by which the V3599K mutation prevents the reduced affinity of CaM for binding to RyR2 in pressure-overloaded hearts still remains to be elucidated. Given that the affinity of CaM binding to the V3599K-mutant RyR2 was similar to WT RyR2 unless pressure-overload was imposed (Fig. 4e), CaM accessibility to the V3599K-mutated CaM binding site may be allosterically enhanced, only when the defective inter-subunit interaction of RyR2 is produced. Since CaM interacts densely with three domains (helix α − 1, helix 2b, helix α − 9) in RyR2^15^, in situ CaM accessibility to its binding site may not be easily enhanced by the V3599K mutation, though the V3599K mutation in the CaM binding domain peptide (3583–3603) markedly enhanced the binding affinity to CaM^17^. In contrast, the defective inter-subunit interaction due to pressure-overload may allosterically change the conformational state of the CaM binding region, facilitating CaM binding to the V3599K mutant (not WT) domain in helix α − 1. The fact that the CaM binding region is three-dimensionally close to the “zipping interface” supports this idea (Supplementary Fig. 8).

There are two major Ca^2+^-activated cardiac hypertrophy signaling pathways, the Ca^2+^/calmodulin-dependent protein kinase II (CaMKII)- HDAC pathway and the CnA- NFAT pathway^20,21^. CaMKII-mediated phosphorylation of HDAC results to its export from the nucleus, leading to relief of HDAC-mediated transcriptional repression of MEF2 and MEF2-dependent transcription of hypertrophic genes^20^. In addition, CnA dephosphorylates NFAT, which leads to nuclear translocation of NFAT and upregulation of NFAT-dependent transcription of hypertrophic genes such as ANP and GATA4^21^. Consistent with the previous reports, MEF2C was detected as an upstream factor in the pathway analysis of genes activated in TAC model, and the activation was indicated to be mediated by GATA4 activation and HDAC inhibition. 

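The class IIa histone deacetylase genes Hdac4, Hdac5 and Hdac9 changed with TAC in WT hearts by −0.25 (SE 0.13, edgeR adjusted p = 0.25), −0.24 (SE 0.07, edgeR adjusted p = 0.043) and −0.26 (SE 0.09, edgeR adjusted p = 0.073) on the log2 scale. In V3599K hearts the change of Hdac5 was −0.12 (SE 0.07, edgeR adjusted p = 0.62), and its difference between the genotypes was 0.12 (SE 0.10, edgeR adjusted p = 0.58). As log2 ratios of mean TPM the changes of Hdac4, Hdac5 and Hdac9 in WT hearts were 0.014, −0.0082 and −0.11, with overlapping groups. In V3599K hearts that of Hdac5 was −0.20, without overlap. On log2(TPM + 1) the median of all tested genes rose by 0.14 in WT hearts, so these changes depend on the scale. The export of these proteins from the nucleus is not visible in RNA levels.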

Of particular interest, here we showed that pressure-overload mediated de-stabilization of RyR2 provides two essential factors required for these two major hypertrophic signaling pathways, namely, CaM and diastolic increase in Ca^2+^, at the same time. In support of this notion, we demonstrated that acute pressure-overload imposed on cardiomyocytes induces export of HDAC from the nucleus and import of NFAT to the nucleus, via dissociation of CaM from RyR2, and that either pharmacological or genetic rescue of reduced CaM binding to RyR2 prevented translocation of HDAC and NFAT (Fig. 9).

**Fig. 9:**
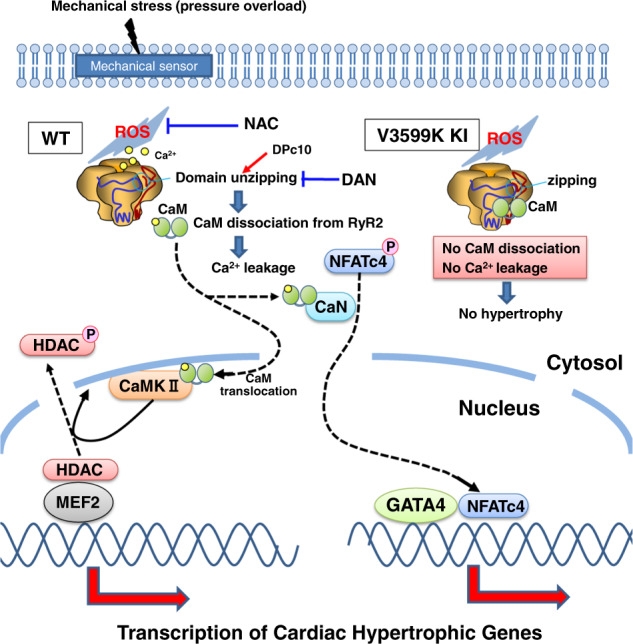
Molecular mechanism of pressure-overload induced cardiac hypertrophy. Pressure-overload first induces ROS production, which in turn induces CaM dissociation and Ca2+ leakage, thereby activating hypertrophic signaling mediated through the CaM-CaMKII and Ca^2+^-calcineurin pathway. V3599K mutation within CaM binding domain of RyR2 enhances CaM binding to RyR2, thereby inhibiting CaM dissociation and Ca^2+^ leakage despite ROS production due to pressure-overload, and thus hypertrophic signaling is not activated.

Heart failure with preserved ejection fraction (HFPEF) is the most common form of heart failure in the elderly population, characterized by exercise intolerance, poor quality of life, frequent hospitalizations, and reduced survival^30^. Although diastolic dysfunction with cardiac hypertrophy is an important determinant for the pathogenesis of HFPEF, all possible therapeutic candidates to inhibit cardiac hypertrophy, such as inhibitors of the renin-angiotensin-aldosterone system, i.e., ACE inhibitor, AngII antagonists, and aldosterone inhibitors, failed to improve prognosis of patients with HFPEF^30^. Therefore, the optimal therapy still remains uncertain and an effective therapeutic option for HFPEF is urgently required. The inhibitory action of dantrolene against hypertrophy is mediated through direct stabilization of RyR2, and hence, it may be effective to any type of hypertrophy triggered by a variety of factors, as long as aberrant Ca^2+^ release is involved. Therefore, the inhibitory action of dantrolene against hypertrophy may be a new candidate for HFPEF treatment.

In conclusion, cardiac hypertrophy/heart failure induced by pressure overload is caused by ROS-mediated destabilization of RyR2 (defective inter-domain interaction→CaM dissociation→Ca^2+^ leakage), and by increasing the binding affinity of CaM to RyR2 pharmacologically or genetically, the abnormal pathways leading to hypertrophy are inhibited, thereby suppressing the progression to heart failure.

## Methods

### Mice

Ten- to 12-week-old C57BL/6 mice (male or female) were used in this study. WT C57BL/6 mice were obtained from Japan SLC, Inc. (Hamamatsu, Japan). V3599K mice were made by UNITECH Co., Ltd (Chiba, Japan). All in vivo experiments were performed in contemporary random order. Allocation concealment was not applicable because the genetic background of each experimental group was different, and this study did not involve any testing of therapeutic agents. Measurement and analysis of the acquired data were performed without the investigators knowing any genetic information of the mice. This study conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85–23, revised 1996). All experimental protocols were approved by the Animal Ethics Committee of Yamaguchi University School of Medicine. The care of the animals and the protocols used were in accordance with the guidelines from the Animal Ethics Committee of Yamaguchi University School of Medicine.

### Transthoracic Echocardiography

Echocardiograms were obtained, as described previously^10^. Cardiac function was analyzed by an F37 ultrasound machine (Hitachi medical) equipped with a 7.5-MHz probe (Hitachi, UST-5413). Mice were initially anesthetized with 4 to 5% isoflurane (mixed with oxygen) and maintained with 1 to 2% isoflurane during echocardiography. Cardiac ventricular dimensions were measured on M-mode echocardiograms.

### Hemodynamic analysis

Mice were anesthetized with 1.5% isoflurane and placed on a heating pad (37 °C). A 1.4-F high-fidelity micromanometer catheter (Millar Instruments, Houston, TX) was introduced into the right carotid artery and advanced across the aortic valve into the left ventricular cavity. To assess a LV pressure-volume relationship over a wide range of pressure, occlusion of inferior vena cava (IVC) was performed. LV volume was calculated by Teichholz’s formula: LV Volume = [7/(2.4 + LVID)] * LVID^3^; ID = internal diameter. Ees was calculated as the slope of end-systolic pressure-volume relationship during IVC occlusion.

### Isolation of cardiomyocytes

Cardiomyocytes were isolated from mouse hearts as described previously^7^. Briefly, mice were anesthetized with pentobarbital sodium (70 mg/kg of body weight, i.p.), intubated, and ventilated with ambient air. An incision was made in the chest, and the heart was quickly removed and retrogradely perfused with collagenase-free buffer via the aorta under constant flow. The left ventricular myocardium was minced with scissors in the fresh collagenase-containing buffer and rod-shaped adult mouse cardiomyocytes were prepared with retrograde perfusion of the hearts with 95% O_2_ and 5% CO_2_-bubbled minimal essential medium (Sigma, St Louis, MO, USA) supplemented with 50 μmol/L [Ca^2+^], 0.5 mg/mL collagenase B, 0.5 mg/mL collagenase D, and 0.02 mg/mL protease type XIV. Ca^2+^ concentration was then gradually increased to a final concentration of 1 mmol/L by changing the incubation medium (50, 100, 300, 600, and then 1 mmol/L). Isolated mouse cardiomyocytes were transferred to laminin-coated glass culture dishes and incubated for several hours at 37 °C in a 5% CO_2_ and 95% O_2_ atmosphere.

### Monitoring of Ca^2+^ transients of cardiomyocytes

Isolated ventricular myocytes were incubated with 20 μmol/L fluo-4 AM for 30 min at 24 °C and washed twice with Tyrode’s solution, as described previously^7^. All experiments were conducted at 35 °C. Intracellular Ca^2+^ measurements of cells stimulated by a field electric stimulator (Ion Optix, MA, USA) were acquired using a fluorescent digital microscope (BZ9000, Keyence, Japan).

### Analysis of Ca^2+^ sparks and SR Ca^2+^ content

Ca^2+^ sparks were measured as previously described^7^ using a laser scanning confocal microscope (LSM-510, Carl Zeiss) equipped with an argon-ion laser coupled to an inverted microscope (Axiovert 100, Carl Zeiss) with a Zeiss 40X oil-immersion Plan-Neofluor objective (numerical aperture, 1.3; excitation at 488 nm; emission at > 505 nm). Briefly, intact cardiomyocytes were loaded with fluo-4 AM (20 μmol/L; Molecular Probes) for 30 min at 24 °C. Line-scan mode was used, where single cardiomyocytes were scanned repeatedly along a line parallel to the longitudinal axis, avoiding the nuclei. To monitor Ca^2+^ sparks, cardiomyocytes were stimulated until the Ca^2+^ transient reached a steady state. Stimulation was then stopped, and Ca^2+^ sparks were recorded during the subsequent ~10 s rest. Data were analyzed with SparkMaster, an automated analysis program that allows for rapid and reliable spark analysis^31^. The variables analyzed included general image parameters (like a number of detected sparks and spark frequency) as well as individual spark parameters (amplitude, full width at half maximum [FWHM], and full duration at half maximum [FDHM]). To assess SR Ca^2+^ content, caffeine (10 mmol/L) was rapidly perfused to discharge SR-loaded Ca^2+^.

### Immunocytochemistry analysis

Antibodies against the following proteins were used for immunohistochemistry: RyR2 (C3–33; Sigma-Aldrich, St. Louis, MO, USA), CaM (EP799Y, Abcam, Cambridge, UK), HDAC5 ((NBP2-22152, Novus Biologicals), NFATc4 (ab3447, Abcam, Cambridge, UK).

### Immunocytochemistry analysis of endogenous RyR2-bound CaM

Isolated cardiomyocytes were fixed with 2% paraformaldehyde for 2 min and permeabilized with methanol at −20 °C, as described previously^11^. Then, cardiomyocytes were incubated overnight at 4 °C with anti-CaM and anti-RyR in 1% bovine serum albumin and 0.5% Triton X-100, followed by labeling with an Alexa488-conjugated goat anti-rabbit and an Alexa633-conjugated goat anti-mouse secondary antibody. The sarcomere-related periodical increase in Alexa633 and Alexa488 fluorescence intensity from baseline was integrated with respect to the longitudinally selected distance (~25 μm), and then the value was divided by it. The mean value of one sarcomere-related increased fluorescence intensity was then calculated as the arbitrary amount of RyR and RyR-bound CaM.

### Analysis of association of CaM to RyR2 by the CaM-SANPAH crosslinking method

The binding of CaM to RyR2 was evaluated using the photoreactive cross-linker, sulfosuccinimidyl-6-[4′-azido-2′-nitrophenylamino]hexanoate (Sulfo-SANPAH, Thermo Fisher Scientific, Waltham, MA), as described previously^11^. First, a CaM-SANPAH conjugate was prepared by incubating 50 μmol/L recombinant CaM in conjugation buffer (150 mmol/L KCl and 20 mmol/L MOPS at pH 7.2) and 100 μmol/L sulfo-SANPAH in the dark for 30 min. Conjugation was quenched by adding an excess amount of lysine. CaM-SANPAH was purified using an Amicon Ultra filter (MWCO 10k). Mouse cardiac homogenates were diluted with binding buffer (150 mmol/L KCl, 10 μmol/L CaCl_2_, and 20 mmol/L MES at pH 6.8) to 1 mg/mL and mixed with 100 nmol/L CaM-SANPAH conjugate in the dark in a glass tube. After a 10 min binding time, UV-crosslinking was applied and the sample buffer was added to crosslinked SR membranes followed by western blotting using anti-CaM (Merck, Millipore, Darmstadt, Germany). CaM-SANPAH crosslinked to RyR2 was detected as a 550 kDa band.

### Acute pressure-overload to isolated cardiomyocytes

Supplementary Fig. 7 shows the scheme and detailed description of the acute pressure overload system. Pressure-overload (150 mmHg, 250 ms) was applied to cardiomyocytes with 1 Hz electrical pacing during the (systolic) Ca^2+^ transient phase or (diastolic) static phase. Ca^2+^ sparks were measured after 10 min of pressure overload. Endogenous CaM-RyR2 binding experiments and hypertrophic signaling assay (HDAC, NFAT) were performed after 30 min of pressure overload. Data were recorded at each assay using 10 to 20 cardiomyocytes per dish.

### Histology

Hearts from 12–20 weeks old WT and V3599K mice were fixed using 10% formalin. A complete, full-circumferential section, at the level of the two left ventricular papillary muscles, was selected for morphometric analysis. H&E and Masson’s trichrome staining were performed for each section of the ventricle.

### Whole transcriptome analysis with RNA-seq

Total RNA was extracted from the hearts of mice using the RNeasy Mini Kit (Qiagen), and mRNA was purified with oligo dT beads (NEBNext Poly (A) mRNA magnet Isolation Module, New England Biolabs, NEB). Complementary DNA (cDNA) libraries for Illumina sequencing were generated with NEBNext Ultra II RNA library Prep kit (NEB) and NEBNextplex Oligos for Illumina. Briefly, fragmentation was performed with NEBNext Random Primers in NEBNext First Strand Synthesis Reaction Buffer at 94 °C for 15 min, and reverse transcription was performed with NEBNext Strand Synthesis Enzyme Mix. After ligation, library fragments were enriched, and index sequences were inserted with PCR amplification. Following purification with AMPure XP beads (Beckman Coulter), the quality and the concentration of the libraries was evaluated using an Agilent 2200 TapeStation (D1000, Agilent Thermo Fisher). The confirmed libraries were mixed to equal molecular amounts against the clustering and sequencing on an Illumina Next-seq DNA sequencer with 75 bp pair-end cycle sequencing kit (Illumina). To produce the raq bcl, or base call files, quality assessment and image analyses were performed using Next-seq packaging software Real Time Analysis, and bcl2fastaq Conversion Software v2.19 was used for de-multiplexing of the samples. Reads with more than two ambiguous nucleotides and reads with quality scores less than 20 as calculated by the Phred program were removed using CLC Genomics Workbench software (ver.8.01, Qiagen). Long reads with more than 1000 nucleotides and short reads with fewer than 20 nucleotides were also discarded. Trimmed reads were mapped to the mouse reference genome GRCm38 release-92 in default settings. Briefly, reads were aligned to reference sequences using the setting conditions with mismatch cost of 2, insertion cost of 3, and deletion cost of 3. In addition, reads were mapped when at least half of the alignment matched the reference sequence (length fraction of 0.8), and the matched alignment was at least 80% identical to the reference sequences (similarity fraction of 0.8), and non-specifically matched reads within the 10 regions were mapped randomly. 

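Counting only the reads that matched a single place, 15892 genes passed edgeR's filter on low counts. Of these, 2284 changed with TAC in WT hearts, 2123 of them the same genes as with total gene reads, and 59 changed in V3599K hearts, 54 of them the same genes (edgeR, Benjamini-Hochberg adjusted p under 0.05).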

For pathway analysis, factor loadings were calculated with Principal Component Analysis of JMP Pro ver.14.0 software, the upper 100 genes were selected, and the pathway analysis for the detected genes was examined using Ingenuity Pathway Analysis (Qiagen), KEGG pathway analysis (http://www.kegg.jp/ or http://www.genome.jp/kegg/), and GO analysis (http://www.geneontology.org).

### Statistics and Reproducibility

Unpaired t-tests were used for statistical comparisons of data obtained during two different conditions, whereas ANOVA with a post hoc Tukey’s test was used for statistical comparison of more than two groups. All data are expressed as the means ± SE. A probability value of less than 0.05 was considered statistically significant. Each experiment was repeated at least three times, and sample sizes and numbers are indicated in detail in each figure legend.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Peer Review File

## Data Availability

The authors declare that all data supporting the findings of this study are available within the paper and its Supplementary Information files. The source data underlying all figures (Figs. 1–9, Supplementary Fig. 1–8, Supplementary Table 1) are provided as Supplementary Data 1 and Supplementary Data 2. In addition, RNA-seq data are deposited in Gene expression omnibus (GEO) (GEO accession no.: GSE158536).

# Supplementary material for: Enhancing calmodulin binding to cardiac ryanodine receptor completely inhibits pressure-overload induced hypertrophic signaling
**Source:** Commun Biol. 2020 Nov 26;3:714. doi: 10.1038/s42003-020-01443-w
**Supplement:** Supplementary file 1 — Supplementary Information

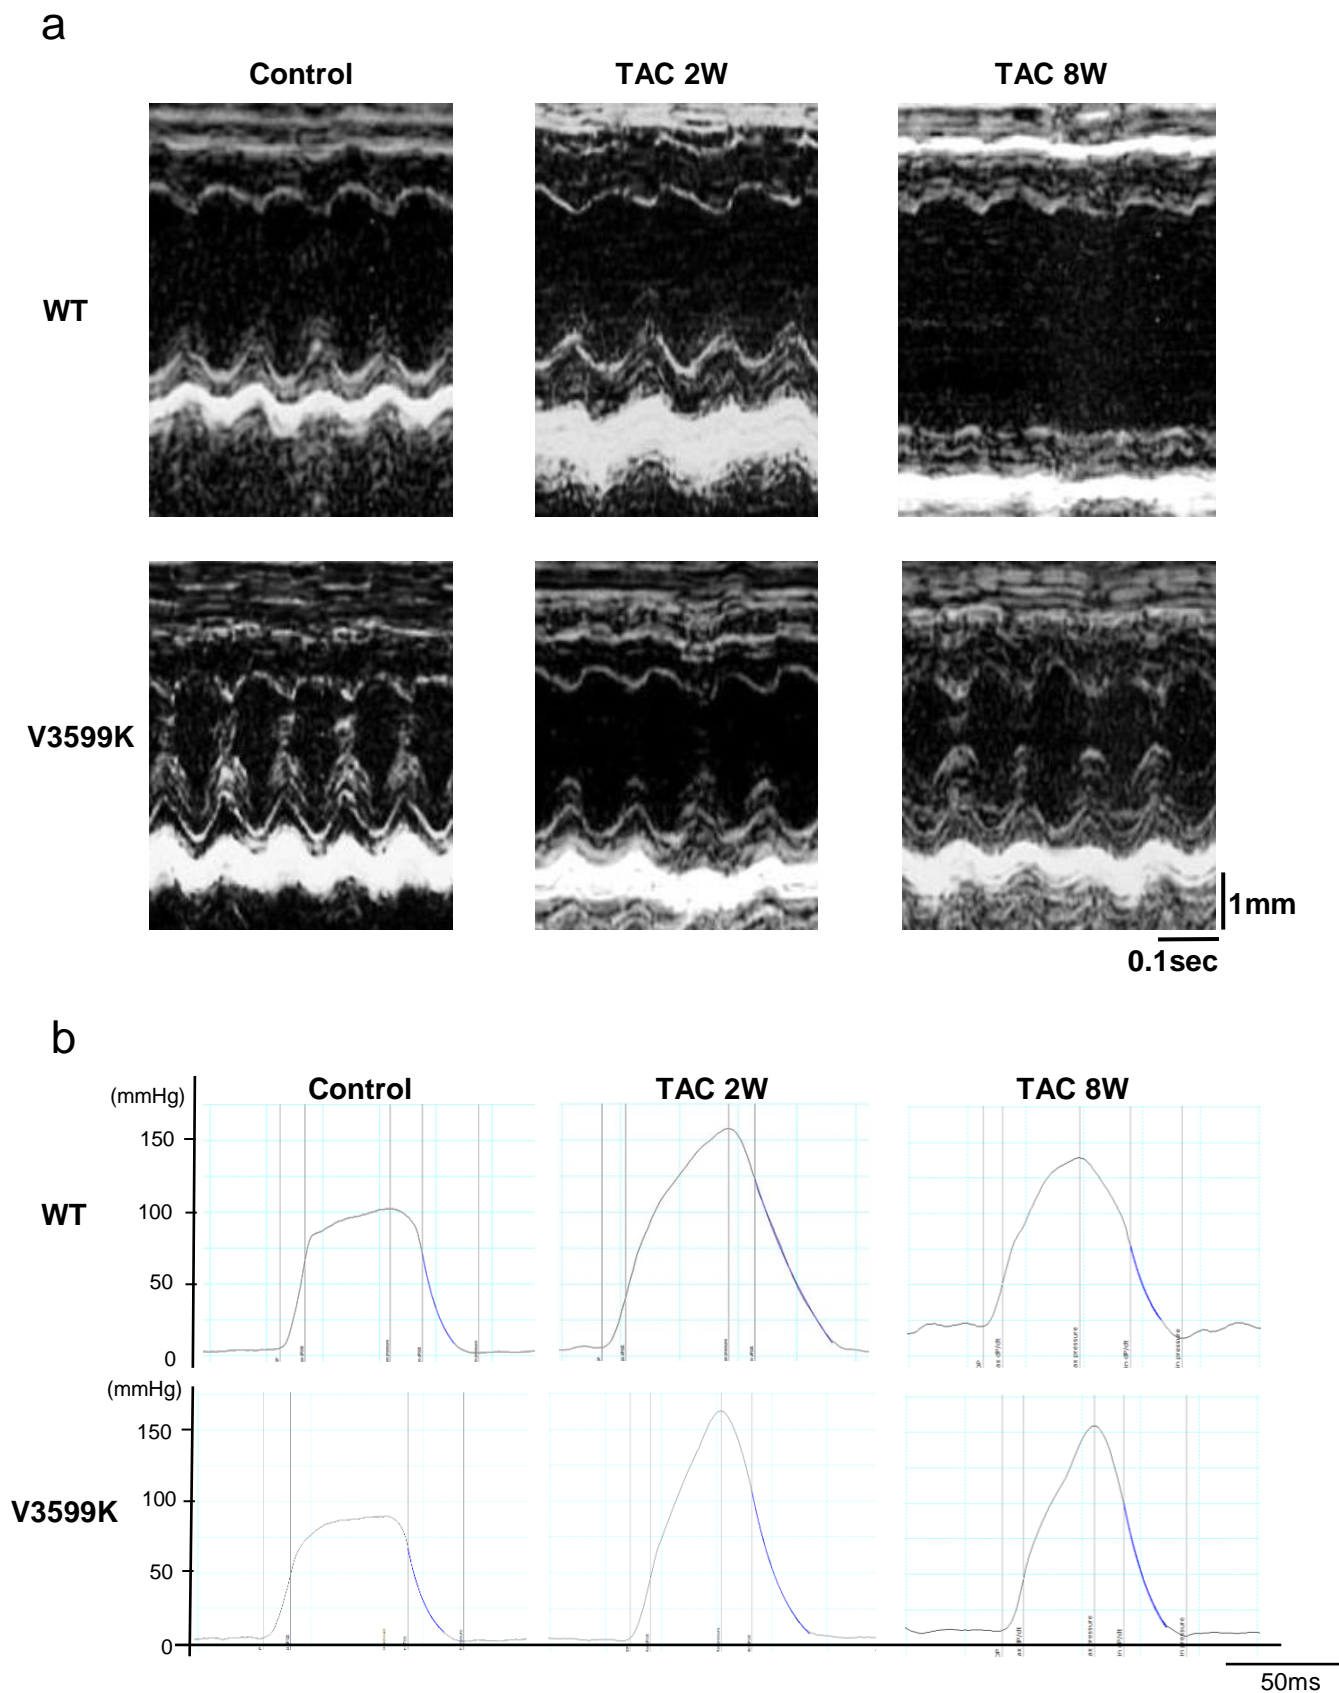

**Supplementary Figure 1.**

**Representative images of cardiac echocardiogram (a) and LV pressure (b).**

In WT mice, LV was markedly enlarged with reduced wall motion 8 weeks after TAC, but not in V3599K mice. Although peak LV pressure was similarly increased after TAC in WT and V3599K mice, relaxation time was much more prolonged in WT mice than in V3599K mice.

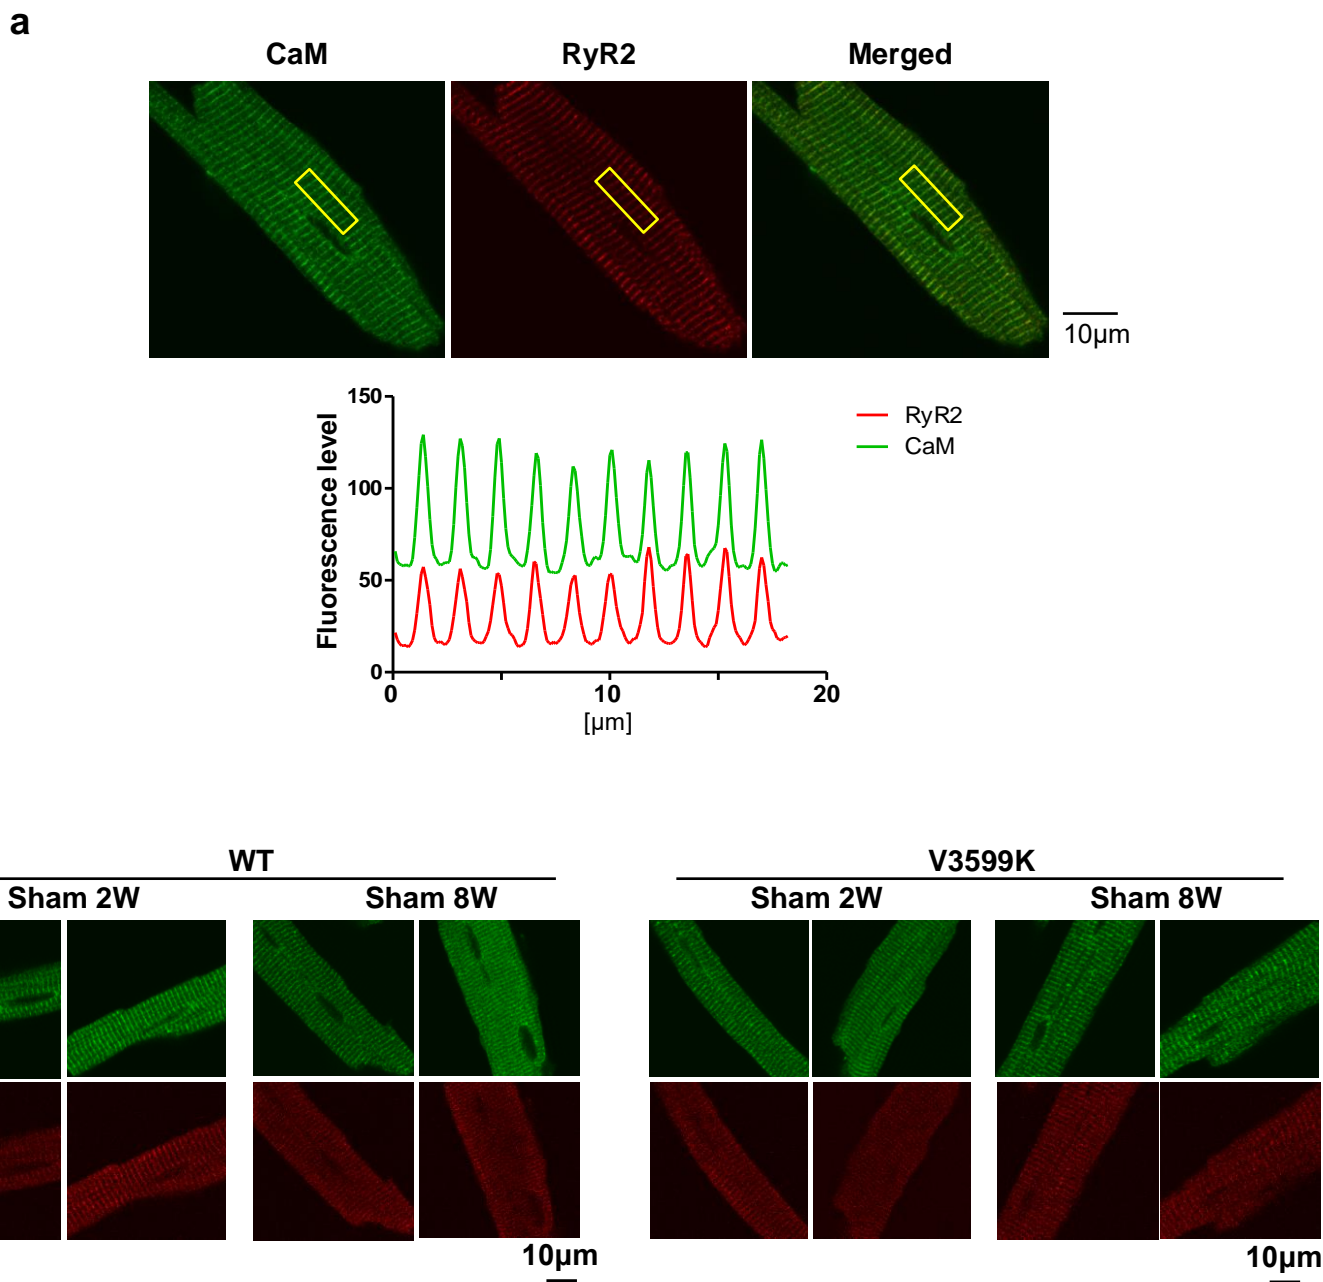

### Supplementary Figure 2.

#### Localization and binding characteristics of endogenous CaM in intact WT and V3599K cardiomyocytes.

(a) (Left) Representative images of endogenous CaM, co-localized with RyR2 in WT cardiomyocytes. Immuno-staining of CaM (red); middle; immuno-staining of RyR2 (green). (Right) Merged image. (Right) Periodical increases in Alexa fluorescence (Alexa Fluor 488-conjugated goat anti-rabbit (A11008, Thermo Fisher Scientific, Tokyo, Japan) and an Alexa Fluor 633-conjugated goat anti-mouse (A21052, Thermo Fisher Scientific, Tokyo, Japan) signals of either CaM (red) or RyR (green). CaM was detected along with sarcomeres, showing an excellent co-localization with RyR2. (b) Representative images of endogenous CaM co-localized with RyR2 between control (before TAC), Sham 2W, and Sham 8W, as negative controls.

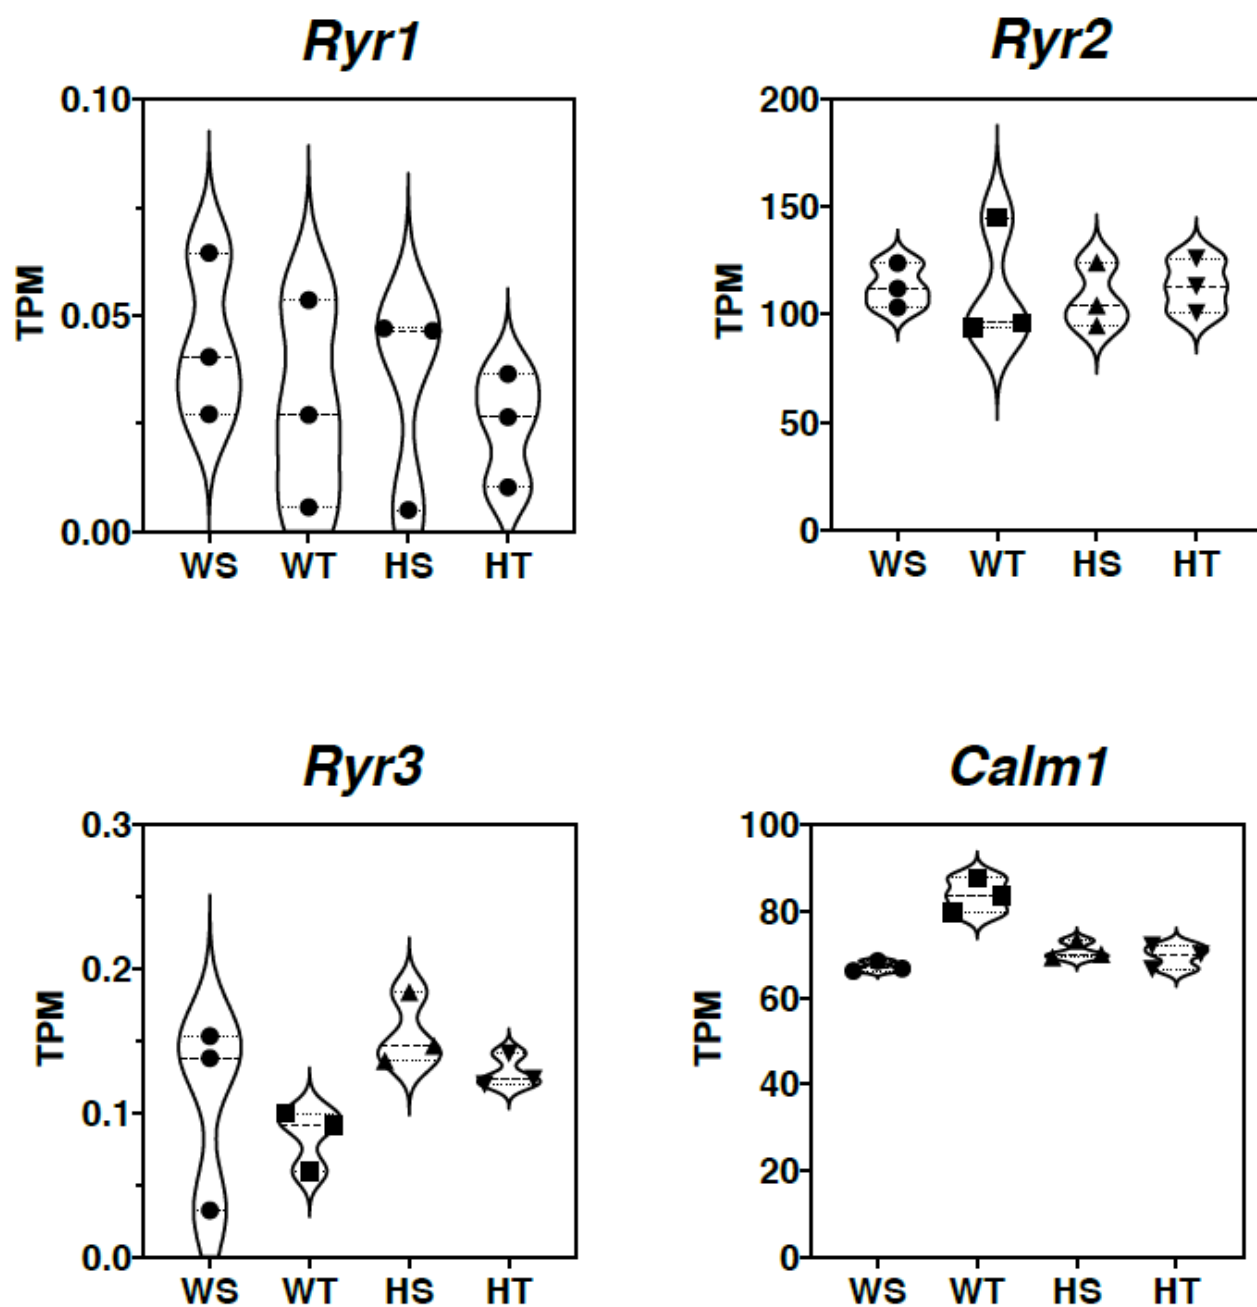

**Supplementary Fig.3**

**Violin plots of gene expression in *RyR* superfamily and *Calm1* in hearts of TAC model mice.**

The gene expression in hearts of WT mice without (WS:n=3) or with TAC (WT:n=3) and V3599K mice without (HS:n=3) or with TAC (HT:n=3) was calculated from reads counts of the indicated genes, and was normalized by transcripts per million (TPM).

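TPM expresses each gene as a share of all transcripts of a heart, so a change in the most abundant transcripts moves the TPM of all others. Mitochondrial genes held 63.0 ± 1.89% of the TPM in WT (−TAC), 58.7 ± 2.52% in WT (+TAC), 61.0 ± 1.86% in V3599K (−TAC) and 62.3 ± 0.0316% in V3599K (+TAC) hearts (SD, n = 3 each).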

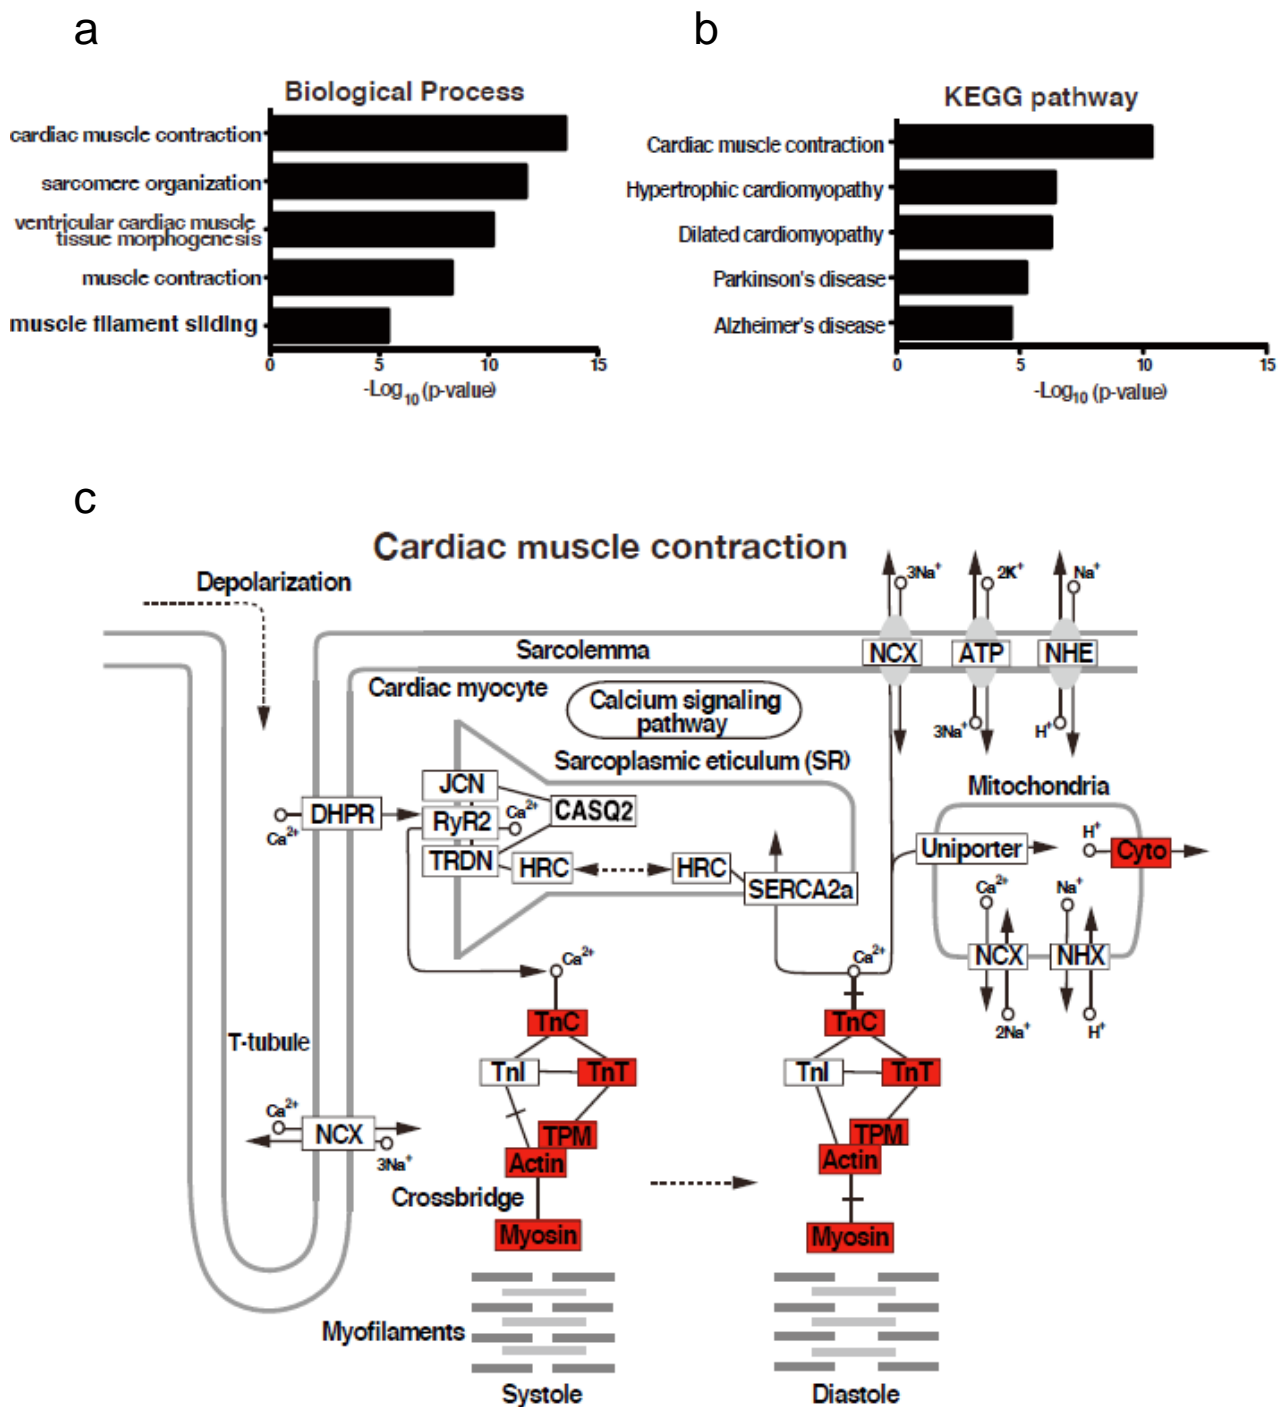

**Supplementary Fig.4**

**Analysis of Gene ontology (GO) and KEGG pathway after chronic pressure-overload of hearts in TAC model mice.**

The upper 100 genes of the factor loadings detected in PC3 of PCA using the gene expression in WT mice {without (WS:  $n = 3$ ) or with TAC (WT:  $n = 3$ ) } and V3599K mice {without (HS:  $n=3$ ) or with TAC (HT:  $n = 3$ )} were analyzed by GO (a) and KEGG (b) software, and the pathway of cardiac muscle contraction was shown as a top score in KEGG analysis (c).

The upper 100 genes of the factor loadings detected in PC3 of PCA using the gene expression in WT mice {without (WS: n = 3) or with TAC (WT: n = 3) } and V3599K mice {without (HS: n=3) or with TAC (HT: n = 3)} were used for IPA pathway analysis. The network pathways detected as a top score (a) and third score (b) were shown.

a

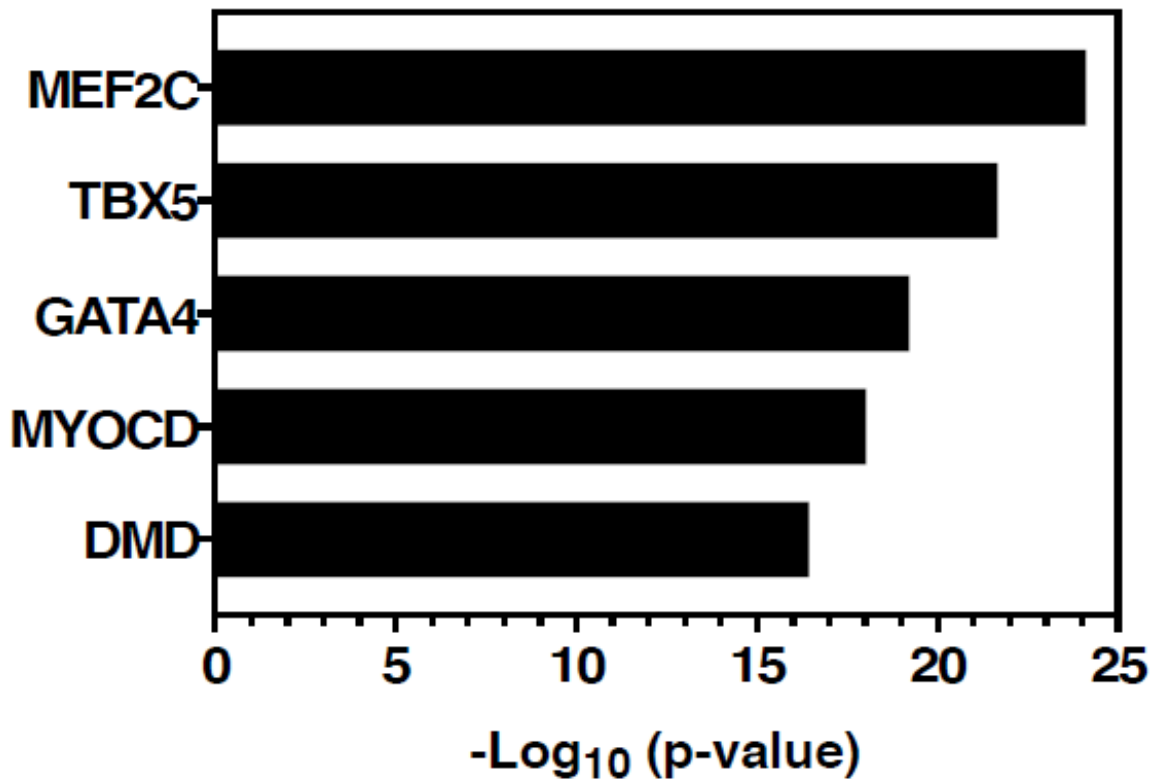

b

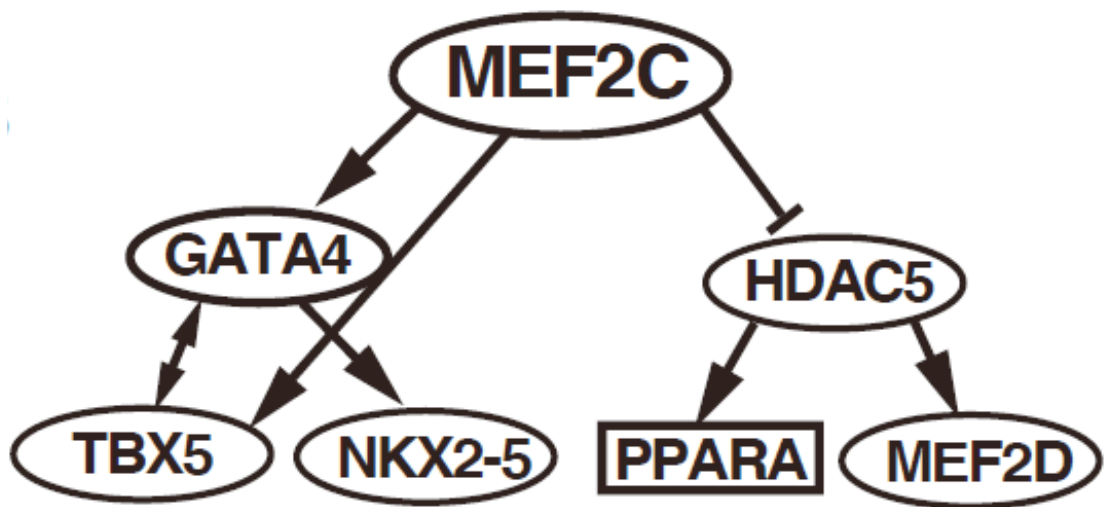

### Supplementary Fig.6

**Upstream molecules in IPA network analysis after chronic pressure-overload of hearts in TAC model mice.**

The upper 100 genes of the factor loadings detected in PC3 of PCA using the gene expression in WT mice {without (WS: n = 3) or with TAC (WT: n = 3)} and V3599K mice {without (HS: n=3) or with TAC (HT: n = 3)} were used for IPA pathway analysis. The upstream molecules were indicated from data of the gene expression (a). The signaling pathway of MEF2C detected as a top score of upstream molecules was shown (b).

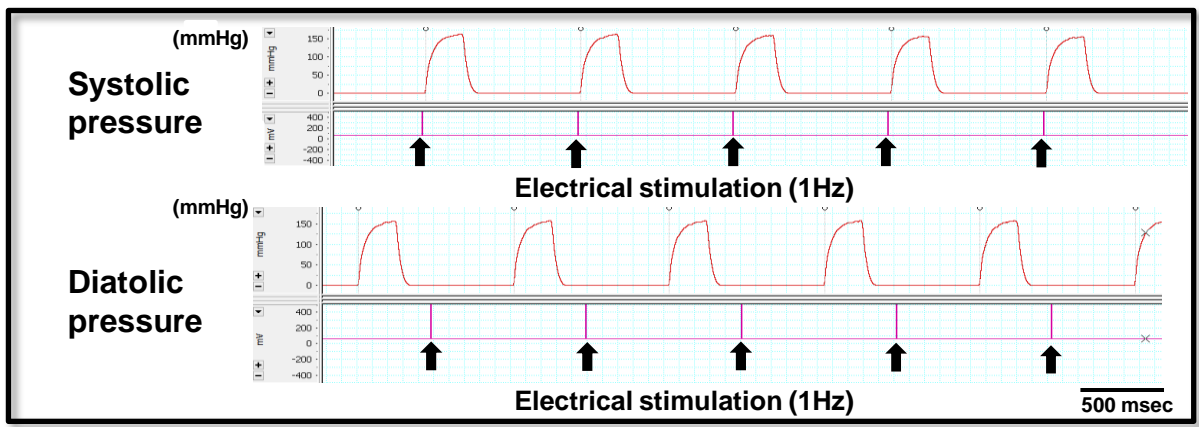

Monitor (direct pressure on cardiomyocytes in the chamber)

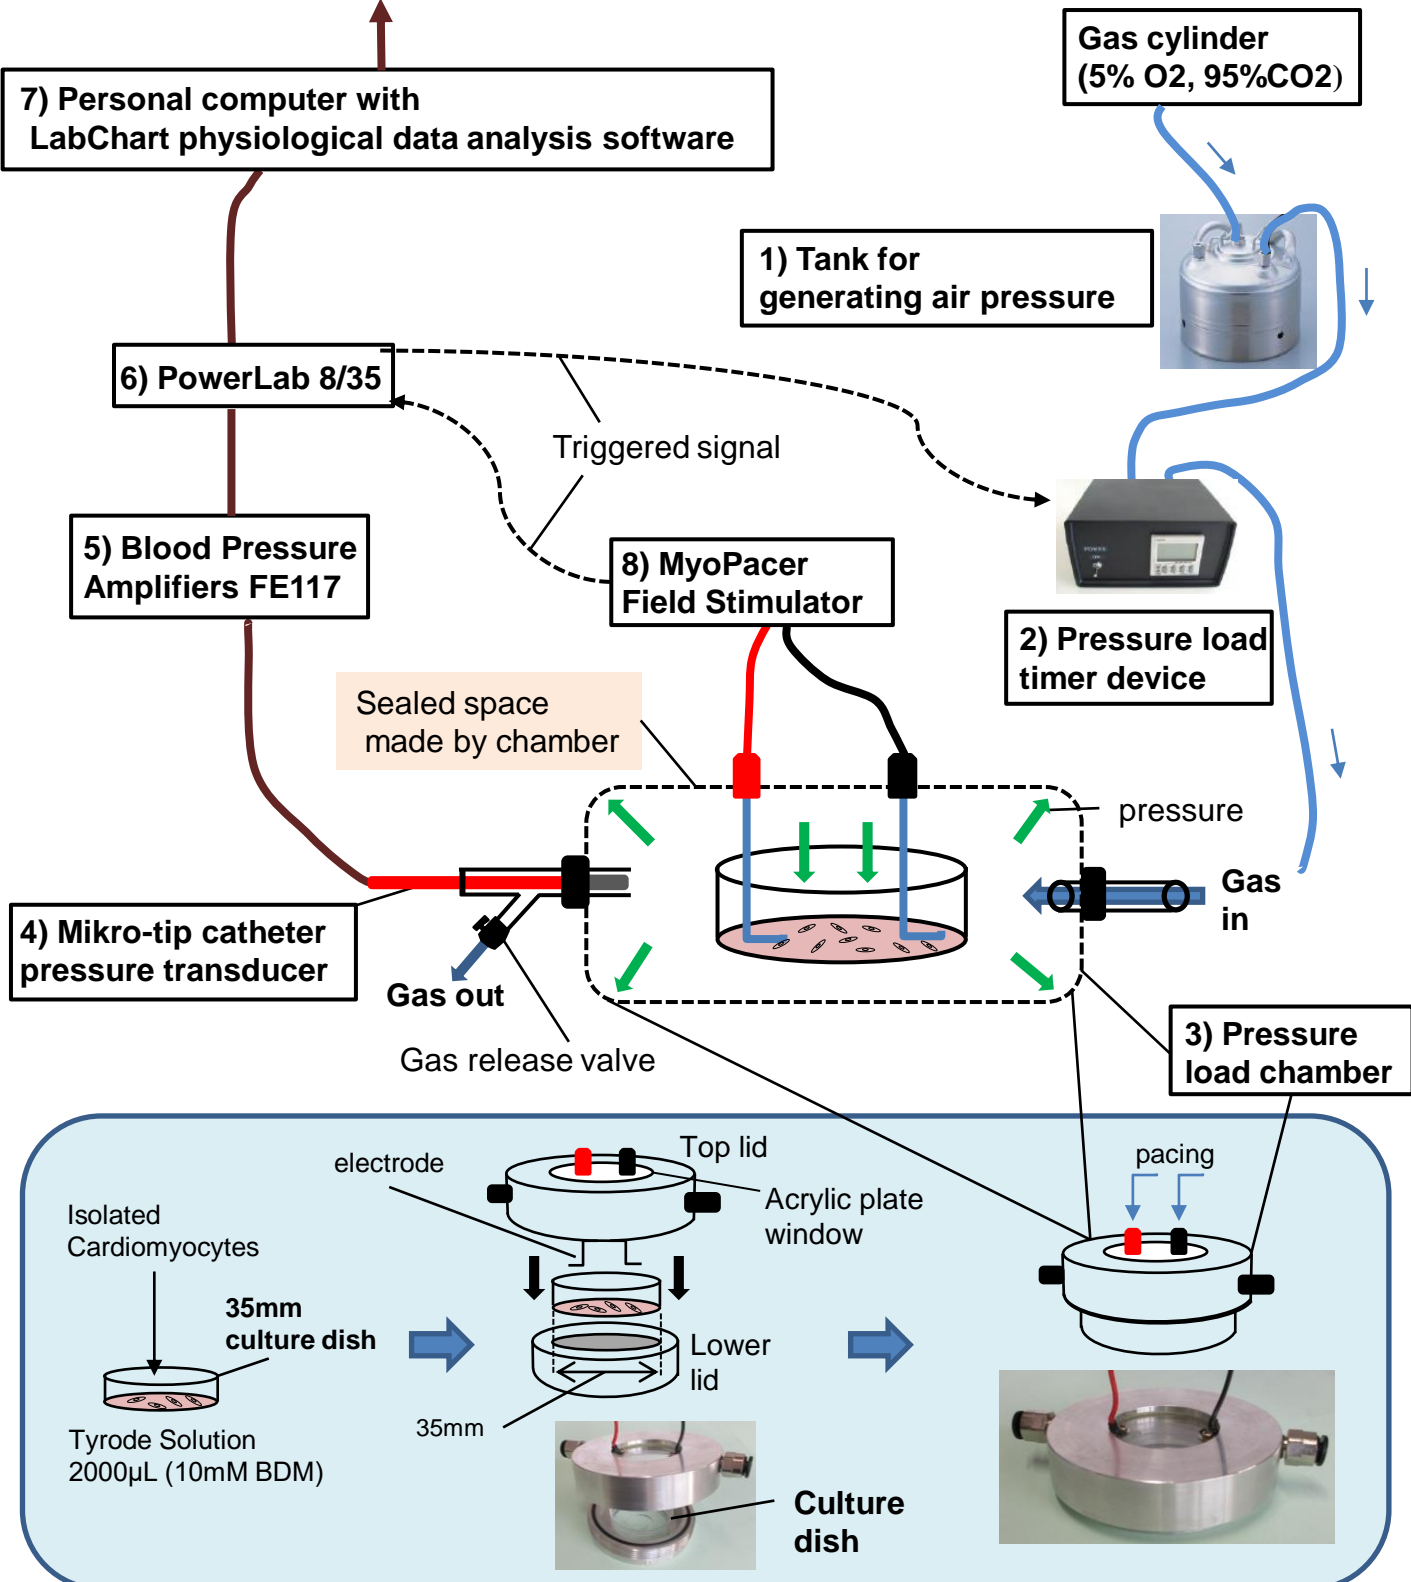

### **Supplementary Figure 7. Acute pressure-overload system by air compression applied to isolated cardiomyocytes.**

Monitor shows representative pressure waves due to systolic pressure load (upper) and diastolic pressure load (lower) triggered by electrical stimulation (1Hz).

The mixed gas (5% O<sub>2</sub>, 95% CO<sub>2</sub>) compression system on cardiomyocytes is composed of **1)** tank made of stainless steel for generating air pressure (SKBT-5L, LABTEC, Fukuoka, Japan) **2)** pressure load timer device (SKPTC-H5CZ, LABTEC, Fukuoka, Japan) **3)** Stainless steel chamber for direct pressure load on cultured cardiomyocytes (SKPTC-35, LABTEC, Fukuoka, Japan) **4)** Mikro-Tip Catherer Pressure Transducers (Millar Instruments, Inc, Houston, USA) **5)** Blood Pressure Amplifiers (FE117 AD Instruments, Colorado Springs, USA) **6)** PowerLab 8/35 (AD Instruments, Colorado Springs, USA) **7)** Personal computer with LabChart physiological data analysis software (AD Instruments, Colorado Springs, USA) **8)** MyoPacer Field Stimulator (ION Optix, Westwood, USA).

The tank connected to the high pressure gas cylinder (5% O<sub>2</sub>, 95%CO<sub>2</sub>) can freely control magnitude of the pressure load on the cardiomyocytes in the chamber, and the pressure load timer device can freely control the duration and timing of the pressure load by opening or closing the valve in the apparatus, which is triggered by electrical stimulation from MyoPacer Field Stimulator. The controled air pressure is delivered into single entrance of the pressure load chamber.

As shown in the lower panel, 100 to 200 isolated cardiomyocytes attached to the laminin-coated 35mm-diameter glass culture dish are incubated in 2000 µl of Tyrode's solution in the presence 2, 3-butanedione monoxime (BDM) to eliminate the effect of contraction on hypertrophic signaling. The custom pressure load chamber consists of a stainless steel top and bottom lid. The outer diameter of the chamber is 75 mm and the inner diameter is 35 mm. The 35 mm-diameter dish is exactly put in the lower lid and the top lid is firmly fixed. The cardiomyocytes in the glass culture dish are sealed in a stainless steel chamber, so the pressure throughout the cardiomyocytes is kept uniform. There is no cardiomyocyte movement during the acute pressure load on the cardiomyocytes. Mikro-Tip Catherer Pressure Transducers (Millar Instruments, Inc, Houston, USA) is set in the sealed space made of the pressure load chamber. Therefore, the magnitude of the pressure load on the cardiomyocytes in the chamber is accurately measured by an established catheter-tip manometer method, and monitored by a personal computer via Blood Pressure Amplifiers PE117 and PowerLab 8/35. Pressure-overload (150 mmHg, 250 ms) was applied to cardiomyocytes with 1 Hz electrical pacing during the (systolic) Ca<sup>2+</sup> transient phase or (diastolic) static phase. Ca<sup>2+</sup> sparks were measured after 10 minutes of pressure overload. The acquisition and analysis of the data were conducted by LabChart (physiological data analysis software).

a

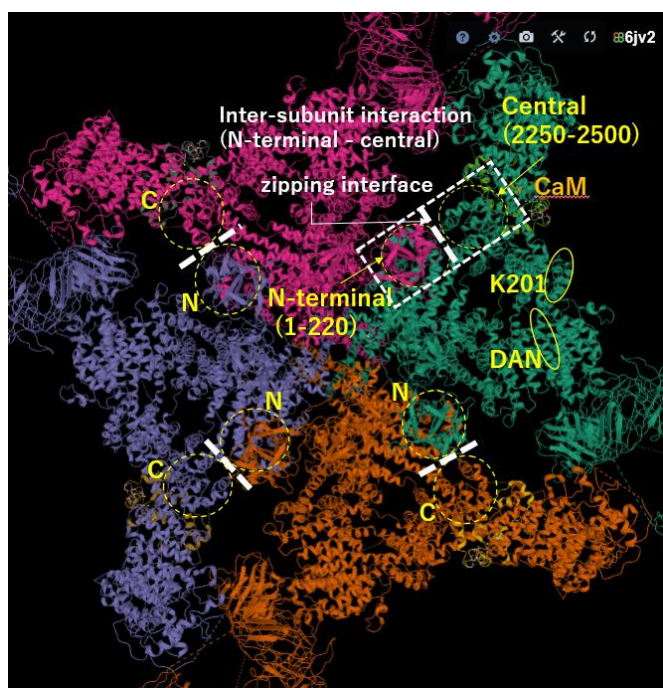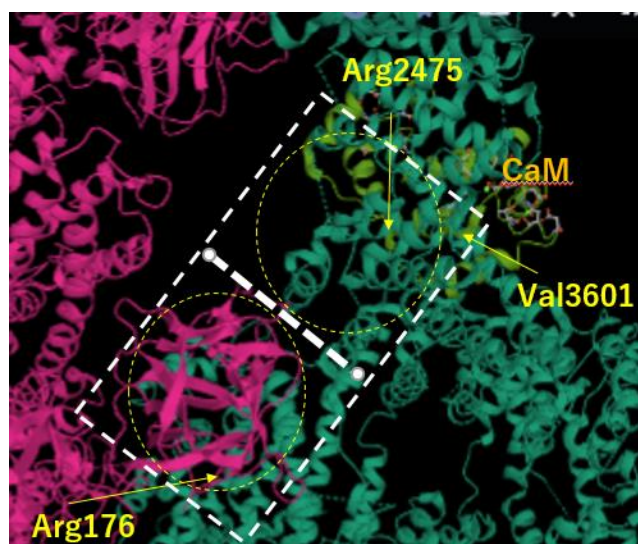

b

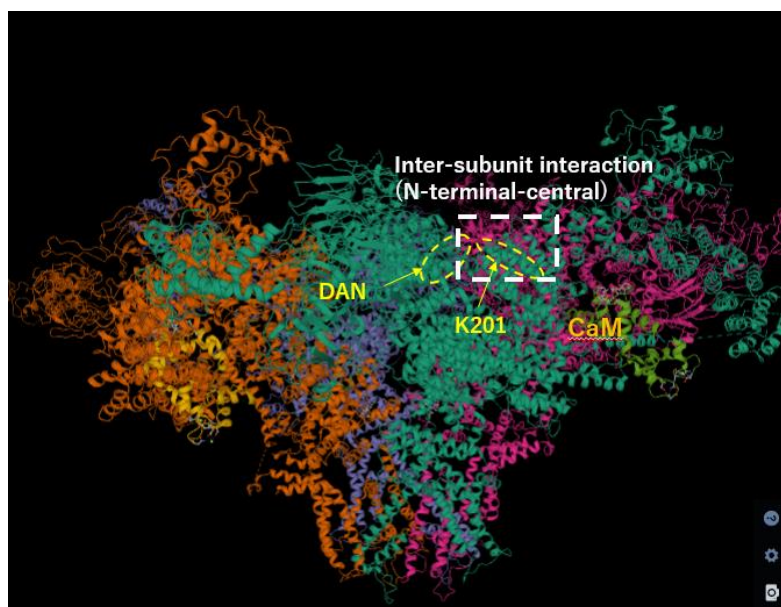

### Supplementary Figure 8.

**Inter-domain cross-talk between zipping interface and CaM binding site in RyR2 (3D structure was referred from PDB ID: 6JV2, ref 15).** Plan view (a) and side view (b) of RyR2 as a tetramer.

The interface between N-terminal (1-220: red) and central (2250-2500: green) domains forms an inter-subunit interaction, and closely located to the CaM binding domain (3583–3603), to which CaM (yellow green) binds. Interestingly, the binding site of dantrolene (601-620) (25) is just adjacent to that of another RyR2 stabilizer, K201 (JTV519) (2114-2149) (30).

Supplemental Table1 Upstream analysis of upper 100 gene in factor loadings of PC3 in mice heatrs with TAC

| Upstream Regulator | Molecule Type           | p-value of overlap | Target molecules in dataset                                                                                        |
|--------------------|-------------------------|--------------------|--------------------------------------------------------------------------------------------------------------------|
| DMD                | other                   | 3.68E-17           | ACTG1,ANKRD1,BGN,CKMT2,COL3A1,EEF1A1,FTH1,HSPA8,HSPB6,LY Z,MYBPC3,MYH7,PK4,POSTN,Tmsb4x (includes others),TPI1,VIM |

WT Sham 2W

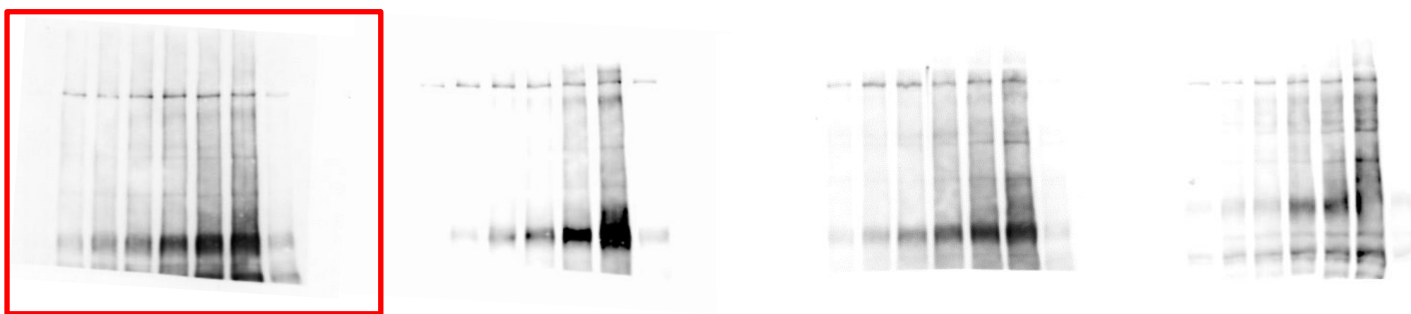

V3599K Sham 2W

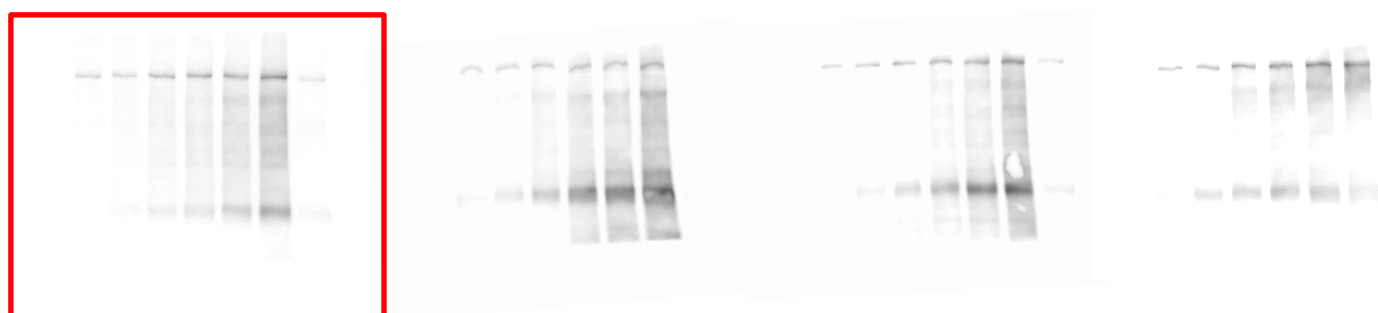

WT TAC 2W

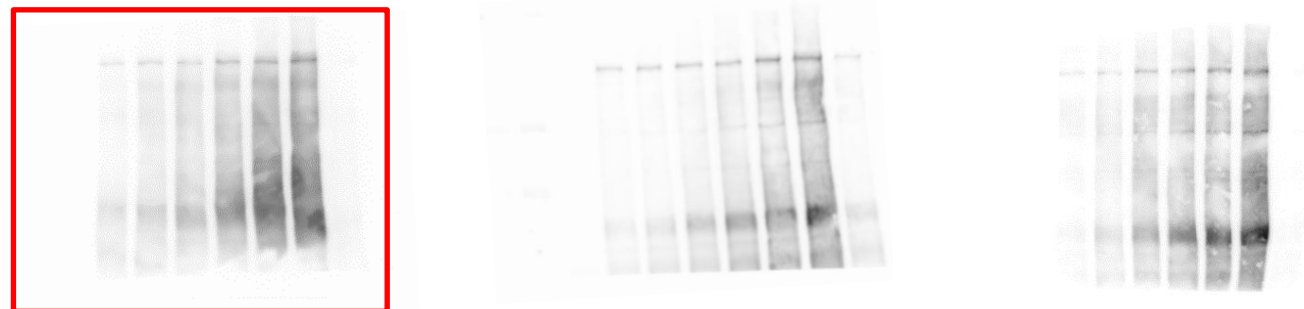

V3599K TAC 2W

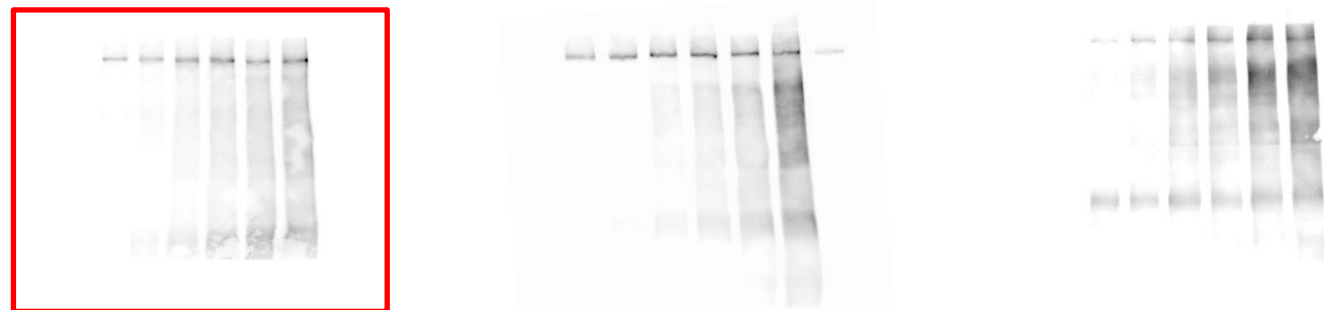

### Uncropped gel

The membranes surrounded in red were used for Figure 4e as representative examples.

# Supplementary material for: Enhancing calmodulin binding to cardiac ryanodine receptor completely inhibits pressure-overload induced hypertrophic signaling
**Source:** Commun Biol. 2020 Nov 26;3:714. doi: 10.1038/s42003-020-01443-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Data source of Figure 1A-E, 2B, 3A, 3D, 4B-E, 6B-D, 7A, 7B, 8B-E

**File Name:** Supplementary Data 2

**Description:** Data source of Figure 5A-C and Supplementary Figure 3, 4A, 4B, 6A.

# Supplementary material for: Enhancing calmodulin binding to cardiac ryanodine receptor completely inhibits pressure-overload induced hypertrophic signaling
**Source:** Commun Biol. 2020 Nov 26;3:714. doi: 10.1038/s42003-020-01443-w
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Ion Optix, MA, USA  
BZ9000, Keyence, Japan  
LSM-510, Carl Zeiss  
Axiovert 100, Carl Zeiss  
Illumina NEXTseq500

#### Data analysis

GraphPad Prism 5.00  
ImageJ/FIJI  
SparkMaster (<https://sites.google.com/site/sparkmasterhome/>)  
LabChart AD INSTRUMENTS  
Principal Component Analysis of JMP Pro ver.14.0 software

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data supporting the findings of this study are available within the paper and its supplementary information files. The source data are provided as Supplementary Data 1 and Supplementary Data 2. In addition, RNA-seq data is deposited in Gene expression omnibus (GEO) (GEO accession no.: GSE158536).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Summarized data of cell width, cell length, and cell area in isolated cardiomyocytes. N= 250-400 cells from 3-5 hearts. Summarized data of sarcomere shortening, peak Ca <sup>2+</sup> transient, time from peak to 70% decline of Ca <sup>2+</sup> transient, and sarcomere shortening. N= 22-31 cells from 3-6 hearts. Summarized data of spontaneous Ca <sup>2+</sup> spark frequency. N= 20-40 cells from 3-5 hearts. Summarized data of SR Ca <sup>2+</sup> content measured from caffeine-induced Ca <sup>2+</sup> transient. N= 12-15 cells from 3-5 hearts. The immuno-fluorescence signal of the Z-line bound CaM. N= 20-38 cells from 3-4 hearts. Translocations of HDAC. N= 42-60 cells from 3 hearts. Translocations of NFAT. N= 47-58 cells from 3 hearts. The experiments described in this exploratory study were done for the first time. No pre-specified effect size could be determined in advance. A plurality of cells were used per mouse, and the average value was used, and 3-5 mice were used to obtain a statistically significant difference. |
| Data exclusions | No data were excluded from the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | The experimental findings were reliably reproducible as is shown in the paper and described above.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Randomization   | Mice were assigned to each experiment randomly, and the order of the group in each experiment was decided randomly.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | The measurement of LV diameter was performed by echocardiography with blinding method. Other experiments were not blinded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

anti-CaM antibody (EP799Y, Abcam, 1:250, lot# GR3255110-4)  
 anti-RyR antibody (C3-33, Sigma-Aldrich, 1:500, lot# SLBW 8175)  
 HDAC5 (NBP2-22152, Novus Biologicals, 1:500)  
 NFATc4 (ab3447, Abcam, 1:500, lot# GR3251901-3)  
 Alexa Fluor 488-conjugated goat anti-rabbit (Thermo Fisher Scientific, A11008, lot# 1885240)  
 Alexa Fluor 633-conjugated goat anti-mouse (Thermo Fisher Scientific, A21052, lot# 1845042)

|            |                                                                                                                                                                         |
|------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Validation | These antibodies were validated in our previous work. ( Oda T, et al. J Mol Cell Crdiol. 2018; 125:87-97. Nakamura Y, et al.JCI Insight. 2019 Jun 6;4(11). pii: 126112) |
|------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 mice, 10–12 weeks old (male or female), were used in this study. WT C57BL/6 mice were obtained from Japan SLC Inc. V3599K-KI mice were from UNITECH Co. Ltd.                                                                                                                                                        |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                    |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                         |
| Ethics oversight        | This study conforms to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996). All animal protocols were approved by the Yamaguchi University School of Medicine Animal Experiment Committee (institutional permission # 23-058). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

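RNA was sequenced from the hearts of 12 mice, 3 in each of 4 groups: WT (−TAC), WT (+TAC), V3599K (−TAC) and V3599K (+TAC), 2 weeks after surgery. Groups were taken from the sample labels, which also give 12-week-old males. Each heart is a different mouse, and a pairing of hearts comes only from the replicate numbers in the labels.

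Per the file headers and the methods, the authors aligned reads to GRCm38 with CLC Genomics Workbench, assigned reads with several matches at random, and deposited for each heart the count of total gene reads, unique gene reads, exon reads and intron reads of 53715 genes. The authors' software also made the deposited TPM from exon reads and exon length, scaled to the same sum in every heart. No normalization between hearts had been applied to the counts. Total gene reads per heart were 35.4 to 40.2 M (median 38.7 M), of which 6.41 to 9.16% lay in introns and 27.1 to 35.9% came from mitochondrial genes. Hearts within a group varied more than counting noise, with a chi-square per degree of freedom of 9.58 to 40.1 over 12 pairs, so the precision of a fold change was set by the differences between hearts.

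Counts were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM, and the quasi-likelihood F-test on a model with 1 mean per group. Of all genes 16846 passed the filter. The comparisons were TAC in WT, TAC in V3599K, the difference between these effects, and V3599K against WT without and with TAC. P-values were adjusted by the Benjamini-Hochberg procedure with a threshold of 0.05, over all tested genes and, for lists of genes named by the paper, over the list alone. Standard errors were taken as the log2 fold change divided by the square root of F, and log2 CPM used a prior count of 2. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and the median of each list also by exact permutation of the 6 hearts of a genotype, a test added after seeing the data. TPM of single genes were compared by exact two-sided permutation of the 3 against 3 hearts, with a smallest possible p of 0.1. PCA took the 12 hearts as variables on their correlation matrix over TPM, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

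The groups, comparisons and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, at least 10 counts in every heart, no filter, only the groups compared, the replicate number as a block, unique gene reads, mitochondrial genes left out, limma on log2(TPM + 1), a fold change of at least 2, an inter-gene correlation estimated from the data, leaving out each heart in turn, other definitions of detection, and other inputs to the PCA. Exon reads, library size without TMM, and PC2 of log2(TPM + 1) for the gene list were chosen after seeing the data. Genes were reported where the paper names them, with their closest relatives, and otherwise from the largest changes.

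The tests were run on simulated data with 200 genes changed, of 16569 genes for edgeR and DESeq2 and 16846 for limma. With edgeR 91% of these were recovered, and 15 of 197 calls were false. DESeq2 recovered 92.5%, with 30 false calls of 215. For limma the simulated reads were scaled to the same sum without exon lengths, in place of TPM, and it recovered 90.5%, with 5 false calls of 186. The simulated changes went up or down at random. How limma on log2(TPM + 1) behaves when most genes shift one way was therefore not tested. The PCA was tested on simulated log2 values of 6497 genes, with 200 changed by genotype and 200 others by TAC in WT hearts. Genotype took 94.9% of the variance of PC2, and all genes changed by TAC were recovered, while recovery of the others was not scored. The simulated values were not on the scale of TPM, so they do not test the PCA over TPM itself. Some genes are not reported here, and the lists of genes that held them are given without them. IPA and other pathway databases were not used here, and raw reads were not analysed here.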

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

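The tests of substrain, of genes near Ryr2, of atrial tissue and of skeletal muscle were chosen before their results were seen, and all other tests in this part only after.

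The TAC effect differed between WT and V3599K hearts for 671 genes by the edgeR interaction test (Benjamini-Hochberg adjusted p under 0.05), which drew attention to it as a difference between the genotypes. Of these genes 279 were higher and 392 lower in V3599K hearts, for example Fam198b, with a difference of −1.49, and Sparc, with −1.58 (adjusted p = 0.0043 each). Exchanging the genotypes of same-numbered hearts gave as many genes in 5 of 32 splits, the real one included, and up to 1078 in another. The 24 splits that mixed the genotypes of the +TAC hearts gave at most 1 gene, and the 8 that kept them together gave 71 to 1078. Those 8 leave the comparison among the +TAC hearts whole, so a large number there is no measure of chance, and an accidental grouping is neither shown nor excluded by the 5 of 32. Depth was close, with a ratio of mean total gene reads of 1.00 in WT and 1.02 in V3599K hearts (+TAC over −TAC). With 1 split in 4 as large for TAC in WT hearts and 1 in 4 for V3599K against WT with TAC, each being the real one (1 in 10 over all splits), the smallest share this design can give is above 0.05. How far the aorta was narrowed in each mouse is not in the counts. The paper reports that peak systolic pressure rose about as much with TAC in WT as in V3599K mice, which the counts cannot show for these hearts. A difference in substrain or supplier between the genotypes is not excluded either. A hypothesis is that the mutation removes part of the response to pressure, and hearts matched for measured pressure gradient would test it.

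Nppa had the most marked difference among the 4 markers, with a log2 fold change with TAC smaller by −3.38 in V3599K hearts (SE 0.48, edgeR with Benjamini-Hochberg, adjusted p = 0.0065, range 2.7e-21 to 0.029 over the alternatives). All 3 WT (+TAC) hearts exceeded every WT (−TAC) heart. More atrial tissue in the TAC samples was tested with Myl4, Myl7 and Sln. Of these Myl4 had enough reads and changed by −0.08 in WT hearts, so 0 listed genes rose, while Myl7 had 32 and Sln 12 reads in all 12 hearts. Skeletal muscle carried over was tested for Acta1 with 6 genes, 3 of them with enough reads, and 0 rose over all genes in WT hearts, with 2 at an unadjusted p under 0.05. Adjusted over the listed genes alone, 2 changed and 1 of them, Tnnt3, rose. Over all genes Tnnt3 rose by 1.69 (edgeR, Benjamini-Hochberg adjusted p = 0.069) and Mylpf fell by 1.13 on the log2 scale, with few reads, 270 and 310. A larger stress response in WT hearts remains a hypothesis, and in situ staining of Nppa in ventricle sections would test it.

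The 20 cell proliferation genes rose less with TAC in V3599K than in WT hearts, by a median log2 difference of −1.89 with 1 of 20 higher. The difference passed for 12 of the 20 genes over all genes and for 18 over the 20 alone (edgeR, Benjamini-Hochberg adjusted p under 0.05). In WT hearts the median rise was 2.36, with 19 of 20 rising, and 1 of the 4 splits that part same-numbered pairs gave a result as large, the real one, as against at most 1.05 in the others. In V3599K hearts the median was 0.46, with 16 of 20 rising, and again 1 of 4 splits, the real one, was as large, with at most 0.36 in the others. With 4 splits, or 10 if all are taken, the smallest possible share is 1 in 4 or 1 in 10, so this test could not exclude an accidental grouping whatever the data. By edgeR, 20 of the 20 genes changed in WT hearts over all genes (Benjamini-Hochberg adjusted p under 0.05), and 0 in V3599K hearts, with 3 at an unadjusted p under 0.05. Some of these genes, such as Mki67 and Top2a, are in the heat map of Fig. 5b. A candidate explanation is a larger share of dividing non-muscle cells in WT (+TAC) hearts, where 4 of 5 fibroblast genes rose, and single-nucleus counts would test it.

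A WT (−TAC) heart, replicate 3, had 32.0 TPM of Xist, a signal the paper does not report, from 10059 reads as against at most 31 in each of the other 11 hearts. Its reads on Ddx3y, Kdm5d, Uty and Eif2s3y, genes of the Y chromosome, numbered 6, and 6140 to 7760 in the other hearts. It therefore comes from a female or from tissue with next to no male cells, whereas its label says male. A mixture of male and female tissue was tested by those 6 reads and is not excluded by them, but at 0.0872% of the median of the others any male share would be a trace. An exchange of TAC labels was tested by the genes that TAC changed in WT hearts when this heart was left out. Of 2076 such genes, 75.0% were nearer to the other WT (−TAC) hearts. Xist was itself among the genes called as lower with TAC in WT hearts (−7.62, SE 1.93, edgeR with Benjamini-Hochberg, adjusted p = 0.018), on the strength of this 1 heart. Without this heart TAC changed 2083 genes in WT hearts, and 76.0% of the genes changed with all hearts remained.

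Without TAC, V3599K and WT hearts differed in 34 genes (edgeR, Benjamini-Hochberg adjusted p under 0.05), a comparison the paper does not make gene by gene. As large a number came from 1 of 4 splits, the real one. Passenger variants linked to the targeted Ryr2 locus were tested by position, and 0 of the 34 lay within 20 Mb of Ryr2, where 11 of 129 tested genes had an unadjusted p under 0.05 (one-sided Fisher exact p = 1 for the 34). Different C57BL/6 substrains were tested with 5 genes, of which 2, Wdfy1 and Entpd4, did not overlap between the 6 WT and 6 V3599K hearts, against 1.50% of all tested genes and 0.216% by chance. Entpd4 had 0 reads that match a single place, so its value rests on reads assigned at random and is uncertain. Nnt_1 was lower in V3599K hearts without TAC by −0.81 (edgeR adjusted p = 0.015), and overlapped only when all 6 WT hearts were set against all 6 V3599K hearts. The difference cannot be told apart from a difference in substrain or supplier. Gm28438, lower in all 6 V3599K hearts, had a log2 fold change of −6.42 both on total gene reads and on reads that match a single place. All of its reads already matched a single place, so this could not test for reads from the mitochondrial genome, and the difference cannot be told apart from that explanation. Littermate controls would separate genotype from strain.

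TAC changed 55 genes in V3599K hearts, which the paper describes as similar with and without TAC on PC3. The smallest share of splits this design can give was again reached, 1 of 4, and leaving out a single heart moved the number between 1 and 234. Fam107a, Fkbp5, Ptgds and Arrdc2 rose and Rrad fell. Time of day at collection was tested with 9 clock genes, whose median was 0.10, with 5 of 9 rising (exact permutation of the hearts, two-sided p = 0.5, and camera p = 0.68). Clock genes peak at different times of day and can move in opposite directions, as Nr1d1 (−0.94) and Per2 (1.08) did in log2 ratio of mean TPM, so a median near 0 does not exclude a shift in time, and the 55 genes cannot be told apart from it. A glucocorticoid response was tested with 12 genes, whose median was 0.56, with 10 of 12 rising (exact permutation p = 0.1, the smallest possible, and camera p = 8.0e-06). In WT hearts the same 12 had a median of 0.26 (exact permutation p = 0.2, camera p = 0.23), and the median difference between genotypes was 0.32 (camera p = 0.11), so the response is not shown to differ. A glucocorticoid response, for instance from stress at collection, remains a hypothesis for part of the 55 genes. Corticosterone measured at collection would test it.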

How the results depend on the processing

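Of the 31 results, 7 stayed the same under every alternative tried, including the fits that left out each heart: Acta1 and Nppa in WT hearts, the Nppa difference, Nppb and Ryr2 in V3599K hearts, the upper 100 genes in WT hearts and the proliferation genes in WT hearts. Over alternatives set beforehand, 205 comparisons were the same, 36 moved, 1 reversed, 6 were stronger and 6 weaker, and over those chosen after seeing the data 44 were the same, 5 moved, 3 were stronger and 1 weaker. These counts leave aside the 360 fits without a heart, 56 of which changed. The cause of the changes below was not tested.

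Numbers of genes (adjusted p under 0.05, Benjamini-Hochberg) changed as follows. TAC in WT hearts, 2284 genes, gave 3559 with limma on log2(TPM + 1), 94.2% of them higher as against 58.1%, 2773 by library size without TMM (85.7%), and 488 at a fold change of 2 or more. TAC in V3599K hearts, 55 genes (80% higher), gave 344 with DESeq2 (60.5%), 528 without a filter (59.8%), 1 with limma on log2(TPM + 1), 10 by library size without TMM and 22 at a fold change of 2 or more. The difference between genotypes, 671 genes (41.6% higher), gave 1334 with DESeq2, 1414 without a filter, 1597 with limma on log2(TPM + 1) (1.94% higher), 1189 by library size without TMM (7.15%) and 227 at a fold change of 2 or more. V3599K against WT without TAC, 34 genes (47.1% higher), gave 161 with DESeq2 (32.3%), 432 without a filter (31.7%), 22 with only the groups compared, 7 with limma on log2(TPM + 1), 19 on exon reads (63.2%) and 19 at a fold change of 2 or more. With TAC, 2470 genes (46.6% higher) gave 3661 with limma on log2(TPM + 1) (6.83%), 3401 by library size without TMM (13.8%) and 510 at a fold change of 2 or more. The prior degrees of freedom were 5.69, and 79.2 without a filter. On the log2(TPM + 1) scale the median of all genes shifted by 0.14 in WT hearts, −0.20 for the difference and −0.15 between genotypes with TAC, and without TMM by 0.14, −0.19 and −0.19, so effects on these scales are relative to these shifts.

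Single genes changed their calls as follows. Acta1 in V3599K hearts was 1.97 (adjusted p = 0.24) with limma on log2(TPM + 1) and 2.10 (0.082) without TMM, against 2.18 (0.035), over a range of adjusted p from 2.9e-16 to 0.24. The Acta1 difference was −1.62 (1.2e-06) without a filter, −2.08 (0.045) with limma on log2(TPM + 1) and −1.87 (0.046) without TMM, range 1.2e-06 to 0.24. Myh7 in WT hearts was 0.65 (7.8e-05) without a filter, 2.13 (0.0047) with limma on log2(TPM + 1) and 1.98 (3.3e-04) on exon reads, range 7.8e-05 to 0.30, and in V3599K hearts −0.023 (1) with limma on log2(TPM + 1), the opposite sign. The Myh7 difference was −2.15 (0.028) with limma on log2(TPM + 1) and −1.94 (0.011) on exon reads, range 0.011 to 0.64. Nppb in WT hearts was 1.65 (0.052) with only the groups compared, range 2.5e-10 to 0.10, and its difference −1.01 (0.015) without a filter, range 0.015 to 0.61. All of these ranges include the fits that each left out a heart, and all of these p-values are from edgeR or limma with Benjamini-Hochberg adjustment.

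The median of the upper 100 genes in V3599K hearts was 0.069 with limma on log2(TPM + 1), and the share of genes moving in the same direction was 39.2% there and 47.7% without TMM. Estimating the inter-gene correlation gave the network genes in WT hearts 0.21 (camera p = 0.19) and the proliferation genes in V3599K hearts 0.46 (camera p = 0.24). At the fixed correlation of 0.01 these camera p-values were 0.0078 and 3.0e-04. For the proliferation genes in V3599K hearts the camera p stayed at or below 0.022 in the fits that left out a heart. Genes detected per heart were 17691.5 with at least 5 reads, 16169 with at least 10 reads, 20804.5 with at least 1 unique read and 16866.5 with a TPM of at least 0.1, as medians. The share of PC2 by genotype, 82.6%, was 38.9% with log2(TPM + 1), 27.4% with each gene centred on that scale and 33.3% with log2 CPM. It was 20.5% without mitochondrial genes and 2.31% with PC2 and PC3 exchanged. The share of PC3 by TAC in WT hearts, 70.7%, was 40.6% with log2(TPM + 1), 8.37% with each gene centred, 7.27% with log2 CPM, 41.1% without mitochondrial genes and 46.4% with the components exchanged. In V3599K hearts this share, 29.8%, was 84.1%, 58.6% and 78.7% with the first 3 of these settings, 58.4% with the covariance matrix and 5.46% with the components exchanged. The overlap with the 100 genes, 10, was 18 with log2(TPM + 1), 0 with each gene centred, 1 with log2 CPM, 2 without mitochondrial genes and 100 with PC2 of log2(TPM + 1).

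Leave-one-out fits, each without 1 of the 12 hearts, gave 1462 to 2308 genes for TAC in WT hearts, 1 to 234 in V3599K hearts, 86 to 735 for the difference, 20 to 96 between genotypes without TAC and 1436 to 2672 with TAC. Acta1 in WT ranged from 3.41 to 4.30, in V3599K from 1.65 to 2.39 and its difference from −2.15 to −1.23; Myh7 from 0.45 to 0.79, −0.090 to 0.31 and −0.74 to −0.33; Nppa from 3.00 to 3.80, −0.055 to 0.40 and −3.66 to −2.86; and Nppb from 1.31 to 2.42, 0.07 to 0.87 and −1.78 to −0.67. The call for Nppb in WT hearts was lost in 3 of the 12 fits (edgeR adjusted p up to 0.10) and that for Acta1 in V3599K hearts in 6 (up to 0.18), while the Acta1 difference was called in 1 (0.049) and a fall of Ryr2 in WT hearts in 1 (0.012). Ryr2 ranged from −0.43 to −0.15 in WT and 0.09 to 0.21 in V3599K hearts, the upper 100 genes from 1.27 to 1.95 and 0.13 to 0.30, and the same direction from 54.2 to 65.9%. The network genes ranged from 0.19 to 0.24 in WT and 0.012 to 0.11 in V3599K hearts, and the proliferation genes from 2.02 to 2.51 and 0.29 to 0.62. The share of PC2 ranged from 78.3 to 96.8%, of PC3 from 44.6 to 77.8% in WT and 0.179 to 67.4% in V3599K hearts, and the overlap from 7 to 10.

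With the replicate number as a replicate block, TAC changed 1955 genes in WT hearts as against 2284 without it (1894 shared), 77 as against 55 in V3599K hearts (52 shared), the difference 482 as against 671 (436 shared), and the genotypes differed in 27 as against 34 genes without TAC (23 shared) and 2112 as against 2470 with TAC (2032 shared). Same-numbered hearts are different mice. Their deviations from the group means correlated by −0.0186 on average (18 pairs), and those of differently numbered hearts by 0.00936 (36 pairs), so the block is left out of the other fits. Splits of the hearts were still compared with those that part as many same-numbered pairs. Over all 10 splits, as large a result came from 3 for the network genes in V3599K hearts, from 5 for the same direction, and from 1, the real one, for the other results of 3 against 3 hearts.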

Differences from the paper's values

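Values of the paper below come from its supplementary loadings or lists, with the share of variance computed from them in the same way. A gap is called closed below where the larger of the 2 values is at most 1.5 times the smaller, so a closed gap can leave a difference. The alternatives were set before the data were examined unless said otherwise.

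The share of the variance of PC2 by genotype was 82.6%, against 38.9% from the paper's loadings. The gap closed with log2(TPM + 1) (38.9%), log2(TPM + 1) with each gene centred (27.4%) and log2 CPM with each gene centred (33.3%), and not with the covariance matrix, mitochondrial genes left out, genes with at least 10 reads, PC2 and PC3 exchanged, or any single heart left out. With log2(TPM + 1) the loadings of PC1, PC2 and PC3 differed from the paper's by at most 4.92e-06.

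The share of the variance of PC3 by TAC in WT hearts was 70.7%, against the paper's 40.6%. The gap closed with log2(TPM + 1) (40.6%), with mitochondrial genes left out (41.1%), with the components exchanged (46.4%) and without WT (−TAC) replicate 1 (55.2%) or 2 (44.6%), and not with the other alternatives.

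In V3599K hearts this share was 29.8%, against the paper's 84.1%. The gap closed with log2(TPM + 1) (84.1%), with log2(TPM + 1) with each gene centred (58.6%), with log2 CPM with each gene centred (78.7%), with the covariance matrix (58.4%) and without V3599K (+TAC) replicate 2 (67.4%), and not with the other alternatives.

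Of the 100 genes with the highest PC3 scores 10 were in the paper's list, against the paper's 100. None of the alternatives set before the data were examined closed this gap. PC2 of log2(TPM + 1), chosen after seeing the values, gave 100.

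The paper describes PC3 as parting WT but not V3599K hearts by TAC, whereas the shares from its own loadings were 40.6% in WT and 84.1% in V3599K hearts. On PC3 of log2(TPM + 1) the mean loading went from −0.0363 to 0.00433 with TAC in WT hearts, where WT (−TAC) replicate 3 lay at −0.0841, and from 0.00926 to 0.0226 in V3599K hearts. On PC2 of log2(TPM + 1), read after seeing the values, WT (−TAC) hearts lay from −0.0275 to −0.0118, WT (+TAC) hearts from 0.0578 to 0.0949, and V3599K hearts from −0.0403 to −0.0170 without and −0.0324 to −0.0198 with TAC, so this component parts WT and not V3599K hearts by TAC. In the PCA over TPM, PC2 and PC3 held 0.0586% and 0.0266% of the variance, and in that over log2(TPM + 1) 0.183% and 0.0788%, against about 0.06% and about 0.03% in Fig. 5a, read by eye. The paper states that the 4 markers did not increase in V3599K hearts, whereas Acta1 rose by 2.18 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.035). It was not called with limma on log2(TPM + 1), in 6 of 12 fits that each left out a heart, or by library size without TMM, which was chosen after seeing the values. The paper states a rise of Myh7 in WT hearts, whereas on total gene reads it rose by 0.65 (adjusted p = 0.089 over all genes). It was called when adjusted over the 4 markers alone, where 4 of 4 rose, without a filter, with limma on log2(TPM + 1), and on exon reads, chosen after seeing the values. The paper treats V3599K hearts with and without TAC as similar, whereas 55 genes changed. This number was 1 with limma on log2(TPM + 1), 10 by library size without TMM and 528 without a filter. It lay between 1 and 234 in the fits that each left out a heart.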

Other observations

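All tests in this part were chosen only after the result was seen.

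Myh7 rose less on total gene reads than on exon reads in WT hearts. Reads in its introns went down with TAC, by a log2 ratio of −0.34, while exon reads went up, consistent with an intron signal that does not follow the mature transcript. Mhrt and CT025533.2, antisense genes that overlap Myh7, had 57224 and 36631 reads in all hearts, and stranded libraries would separate them.

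The median of the 23 network genes with TAC in V3599K hearts, 0.08, was matched by 2 of 4 splits that part same-numbered pairs, the real one included, with 0.10 in the other, and cannot be told apart from an accidental grouping. In WT hearts, at 0.21, it was matched by 1 of 4, the real one, with at most 0.09 in the others. The share of genes moving the same way in both genotypes, 59.3%, was reached by 3 of 4 splits of the V3599K hearts, with up to 72.4%, so it does not show a shared response. No biological explanation was tested for these.

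Of 5 fibroblast genes, 4 rose with TAC in WT hearts, among them Col1a1 by 2.06 (SE 0.42, edgeR adjusted p = 0.0060) and Col3a1 by 2.08 (SE 0.36, edgeR adjusted p = 0.0025). In V3599K hearts 0 changed, with 1 at an unadjusted p under 0.05, and the TAC effect differed between genotypes for 3 of the 5 (edgeR, Benjamini-Hochberg). A change in the number of fibroblasts and in their expression cannot be told apart in RNA from mixed heart tissue.

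Ryr3 fell by 0.71 on the log2 scale with TAC in WT hearts (SE 0.23, edgeR adjusted p = 0.057) at a mean of 0.108 TPM without TAC, and the TAC effect on Calm2 differed between the genotypes by −0.36 (SE 0.10, edgeR adjusted p = 0.071). Neither passed the threshold over all genes. Adjusted over the 5 tested Ryr and Calm genes alone, Ryr3 passed for TAC in WT hearts and Calm2 for the difference. In TPM the WT groups overlapped for Ryr3, with a log2 ratio of means of −0.37 (exact permutation p = 0.6). No biological explanation was tested for either.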
